# In vitro culture at 39 °C during hepatic maturation of human ES cells facilitates hepatocyte-like cell functions

**DOI:** 10.1038/s41598-022-09119-7

**Published:** 2022-03-25

**Authors:** Satoshi Imamura, Koki Yoshimoto, Shiho Terada, Kaho Takamuro, Ken-ichiro Kamei

**Keywords:** Embryonic stem cells, Differentiation

## Abstract

Hepatocyte-like cells derived from human pluripotent stem cells (hPSC-HLCs) offer an alternative to primary hepatocytes commonly used for drug screenings and toxicological tests. However, these cells do not have hepatic functions comparable to those of hepatocytes in vivo due to insufficient hepatic differentiation. Here we showed that the hepatic functions of hPSC-HLCs were facilitated by applying physiological liver temperatures during hepatic differentiation. We identified the optimal temperature by treating HLCs derived from H9 human embryonic stem cells (hESC-HLCs) at 39 °C; the 42 °C treatment caused significantly greater cell death than the 39 °C treatment. We confirmed the improvement of hepatic functions, such as albumin secretion, cytochrome P450 3A activity, and collagen production, without severe cell damage. In combination with existing hepatic differentiation protocols, the method proposed here may further improve hepatic functions for hPSCs and lead to the realization of drug discovery efforts and drug toxicological tests.

## Introduction

Hepatocytes are the major cellular component of liver tissues and play an important role in protein synthesis/storage, carbohydrate metabolism, and production of cholesterol, bile acids, and phospholipids that contribute to homeostasis in vertebrates. Evaluations of drug candidates’ safety often focus on the liver because hepatocytes metabolize chemical substances and drugs in vivo^1^. Currently, primary human hepatocytes and cell lines (e.g., HepG2 and HepaRG)^2,3^ are used, but the former is difficult to obtain from healthy donors and maintain liver functions. The latter does not represent healthy liver function due to their cancerous characteristics. Researchers have recently turned to stem cell technologies to respond to the need for alternative cost-efficient, homogenous, readily available, and viable in vitro cells for liver research.

Hepatocyte-like cells (HLCs) derived from human pluripotent stem cells (hPSC-HLCs) have considerable potential to provide optimal hepatocyte function during drug screening and toxicity tests^4^. hPSCs, such as embryonic stem cells (ESCs)^5^, and induced pluripotent stem cells (iPSCs)^6^ can differentiate into almost any type of cell and possess the ability to self-renew indefinitely. Studies have successfully induced the differentiation of hPSCs into hPSC-HLCs using growth factors and chemicals (e.g., hepatocyte growth factor [HGF], dexamethasone [DEX], and oncostatin M [OSM])^7,8^, but these hepatocytes still have fetal liver functions. In particular, cytochrome p450 3A4 (CYP3A4), which is mainly produced in the mature liver and is regarded as the most critical metabolic enzyme when optimizing drug treatments, lower in hPSC-HLCs than that in primary human hepatocytes (PHH). Alternatively, α-fetoprotein (AFP) and CYP3A7, both of which are expressed in the fetal liver, have high levels in hPSC-HLCs. These studies demonstrate the need to develop new methods to clarify the in vitro hepatic functions of hPSC-HLCs.

On exploring the hepatic physiological conditions in vivo, the liver’s temperature has been found to be higher than that of other body parts or general in vitro cell culture conditions; this is because hepatocytes work as heat-producing cells during sugar, protein, and lipid metabolism^9,10^. In contrast, as hPSC-HLCs do not have the functional levels of hepatocytes in vivo, we hypothesize that hPSC-HLCs do not produce the necessary functional temperature. Indeed, other studies showed that higher temperatures (approximately 39 °C) for in vitro cell culture promote differentiation and growth of myoblasts and neurons in other heat-producing organs, such as muscles and brain, respectively^11,12^. In contrast, it has been suggested that spermatogenesis requires low temperature^13^. Thus, each organ needs to be exposed with an appropriate temperature to maximize its function; there is a clear need to identify the proper temperature to functionalize hPSC-HLCs.

Here we demonstrated the heat-induced functionalization of hPSC-HLCs and elucidated the functionalization process’s underlying mechanism by heat stimulation. We concluded that mild heat treatment at 39 °C during the hepatocyte-maturation process, but not higher temperatures such as 42 °C, was able to functionalize hPSC-HLCs, such as albumin secretion, exogenous substances’ uptake, and excretion and metabolic activities, such as of the CYP family (e.g., CYP3A4 and CYP3A7), after 12-day treatment. To further understand the molecular mechanisms, RNA sequencing (RNA-seq) and molecular biological analyses were conducted and revealed that heat treatment induced the critical genes associated with not only molecular chaperons of heat shock proteins (HSPs) but also extracellular matrices (ECMs) associated with liver structures and functions.

## Results

### hESC-HLCs survive during treatment at 39 °C

To prove that higher temperature than normal body temperature (37 °C) functionalize hESC-HLCs, we treated the hepatic progenitor cells derived from WA09 (H9) hESCs with higher temperatures at 37, 39, and 42 °C during the hepatic differentiation process^14^ from day 14 (Fig. 1A). 42 °C-treated cells at 15 days after heat treatment (d.a.h.) showed apparent cell detachment from a cell-culture dish, while for 39 °C-treated cells, there was no notable detachment and morphological change compared with that in 37 °C-treated cells (Fig. 1B). During hepatic differentiation, cells in all tested conditions showed reduced cell numbers (n = 4, Fig. 1C). Therefore, we used only the 37 °C and 39 °C-treatment to facilitate the hepatic functions of hESC-HLCs.

**Figure 1:**
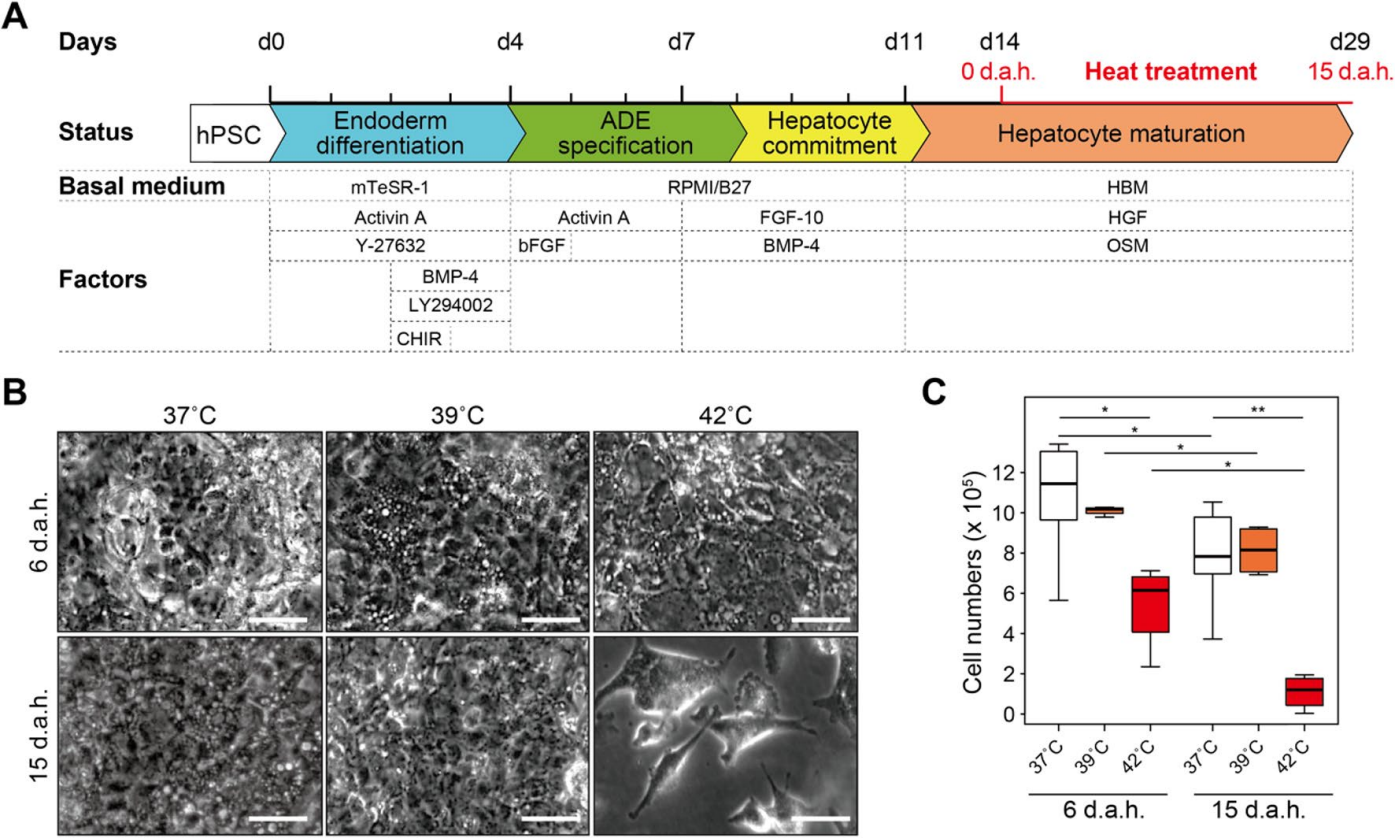
Functionalization of hepatocyte-like cells derived from hESCs by heat treatment. (**A**) Schematic representation of the protocol to functionalize hESC-HLCs. d.a.h. represents days after heat treatment. Initially, hPSCs were treated with mTeSR-1 medium supplemented with combinations of Activin A, BMP-4, CHIR99021 (CHIR), LY294002, and Y-27632 to induce definitive endoderm (DE) differentiation until Day 4 (d4). Then, cells were treated with Activin A in RPMI medium supplemented with B27 for anterior definitive endoderm (ADE) specification until Day 8. As the next step, cells were treated with BMP-4 and FGF-10 for inducing hepatocyte commitment in RPMI medium supplemented with B27 until Day 11. Finally, cells were treated with oncostatin M (OSM) and hepatocyte growth factor (HGF) in basal hepatocyte medium for hepatocyte maturation. On day 14, cells were incubated at 37, 39, or 42 °C, and half the total amount of the medium was changed every day. (**B**) Microscopic images of hESC-HLCs treated with 37, 39, and 42 °C at 6 and 15 d.a.h. Scale bars represent 50 µm. (**C**) Box plots showing the cell numbers of living hESC-HLCs after heat treatments at 37, 39, and 42 °C at 6 and 15 d.a.h. (n = 4). Centerlines of box plots indicate medians; box limits indicate the 25th and 75th percentiles as determined by *R* software; whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles; *p < 0.05, **p < 0.01.

### 39 °C-treatment during differentiation phase activates CYP3A activity of hESC-HLCs

To investigate the contribution of heat treatment to the hepatic metabolic activities, we conducted the bioluminescent-based CYP3A activity assay to confirm CYP3A activities during the hepatic differentiation process (Fig. 2A). Both 37 °C- and 39 °C-treated cells showed increased CYP3A activities, and the CYP3A activity of the 39 °C-treated cells significantly increased at 6 d.a.h. (p = 0.045, n = 7) and 12 d.a.h. (p < 0.001, n = 7). To examine whether such heat treatment facilitates the hepatic metabolic activities, we also treated generally used hepatocytes (i.e., PHH, differentiated HepaRG, and HepG2 cells). Because PHH and differentiated HepaRG cells would lose their functions in in vitro cell culture, these cells were treated for 24 h. Interestingly, the CYP3A activities of PHH and HepaRG were significantly decreased after heat treatment at 39 °C for 24 h (p < 0.01, n = 3, Fig. 2B, and S1A). In contrast, HepG2 cells did not show a significant change in CYP3A activities (p = 0.77, n = 3), but the 12 d.a.h. treatment significantly decreased CYP3A protein expression (p < 0.05, n = 3, Fig. S1B). We also tested to a-day treatment at 39 °C for hESC-HLCs, which had already been cultured at 37 °C until 12 d.a.h., (hESC-HLCs-39-1 day). Notably, hESC-HLCs-39-1 day significantly increased CYP3A activity (p < 0.05, n = 3, Fig. 2B). These results indicate that this increase in CYP3A activity by the 39 °C treatment is specific during the hepatic differentiation process but not for fully differentiated hepatocytes, such as PHH.

**Figure 2:**
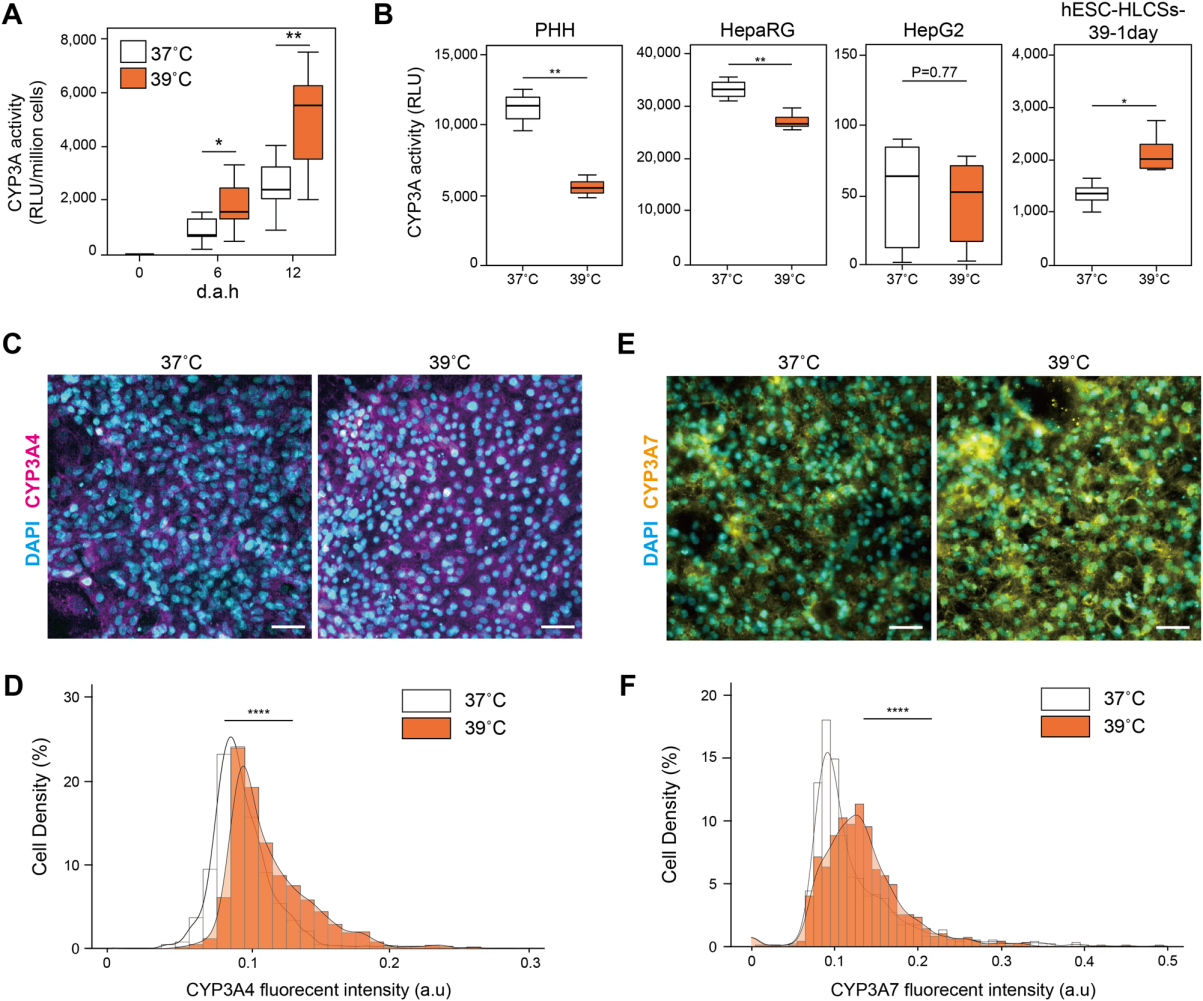
Evaluation of expression of hepatic metabolic CYP enzymes in hESC-HLCs with heat treatments. (**A**) Bioluminescent-based CYP3A activity assay to confirm CYP3A activities during the hepatic differentiation process (n = 7). (**B**) Bioluminescent-based CYP3A activity assay to confirm CYP3A activities of hepatocytes cultured under 39 °C for a day (n = 3). (**C,D**) Immunofluorescent micrographs (**C**) and single-cell profiling (**D**) of CYP3A4 in 37 °C- and 39 °C-treated hESC-HLCs at 12 d.a.h. (n = 3). (**E,F**) Immunofluorescent micrographs (**E**) and single-cell profiling (**F**) of CYP3A7 in 37 °C- and 39 °C-treated hESC-HLCs at 12 d.a.h. (n = 3). DAPI was used for nuclei staining. Scale bars = 50 µm. *p < 0.05, **p < 0.01, ****p < 0.001, each plot and error bar represents a mean ± SD.

The used CYP3A activity assay can detect both CYP3A4 and CYP3A7 and cannot distinguish them. To elucidate which CYP3A4 or CYP3A7 showed the activities in 39 °C-treated cells, fluorescent immunocytochemistry followed by quantitative single-cell profiling was performed (n = 3, Fig. 2C–F). As a result, 39 °C-treated cells expressed both CYP3A4 and CYP3A7 proteins more than the 37 °C-treated cells (Fig. 2D,F, S1E, and S1G). Thus, it is likely that both CYP3A4 and CYP3A7 showed metabolic activities. We also performed quantitative RT-PCR analysis to compare the mRNA expressions of *CYP3A4* and *CYP3A7* as well as glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) as a housekeeping gene. Because the cycle threshold (Ct) values of *GAPDH* in the 37 °C- and 39 °C-treated cells did not show a significant difference (n = 3, Fig. S1C), the Ct values of *GAPDH* could be used as a loading control in quantitative RT-PCR. Consequently, we could not see a difference in *CYP3A4* and *CYP3A7* gene expressions between both temperatures (Fig. S1D and S1F). The discrepancy among protein expression, metabolic activity and mRNA expression could reflect the post-translational modification caused by heat treatment, but further investigation is necessary.

Furthermore, to investigate the effects on the other CYP family, the expression of hepatic CYP genes (e.g., *CYP1A2*, *CYP2A6*, *CYP2C8*, *CYP2D6*, *CYP2E1*, and *CYP7A1*) were examined using quantitative RT-PCR (n = 3, Fig. S1H). The expressions of *CYP2A6*, *CYP2D6*, *CYP2E1*, and *CYP7A1* continuously increased during hepatic differentiation process in the 37 °C- and 39 °C-treated hESC-HLCs. Moreover, the expressions of *CYP1A2, CYP2A6*, *CYP2C8*, and *CYP7A1* were elevated in only the 39 °C-treated cells.

### 39 °C-treatment facilitates’ hepatic functions of hESC-HLCs

Besides the hepatic metabolic activities, we also evaluated the hepatic functionalities, such as albumin (ALB) expression/secretion (Fig. 3A–C, S2A, and S2B), α-fetoprotein (AFP) expression/secretion, (Fig. 3D–F, S2C, and S2D), α1 anti-trypsin (A1AT, or called SERPINA1) (Fig. 3G,H, S2E, and S2F), uptake/excretion of exogenous substances (Fig. 3I–J, and S2G–K), and glycogen storage (Fig. S2L, and S2M). Among them, we were able to observe the difference of ALB expression/secretion and uptake/excretion of exogenous substances at the 39 °C treatment.

**Figure 3:**
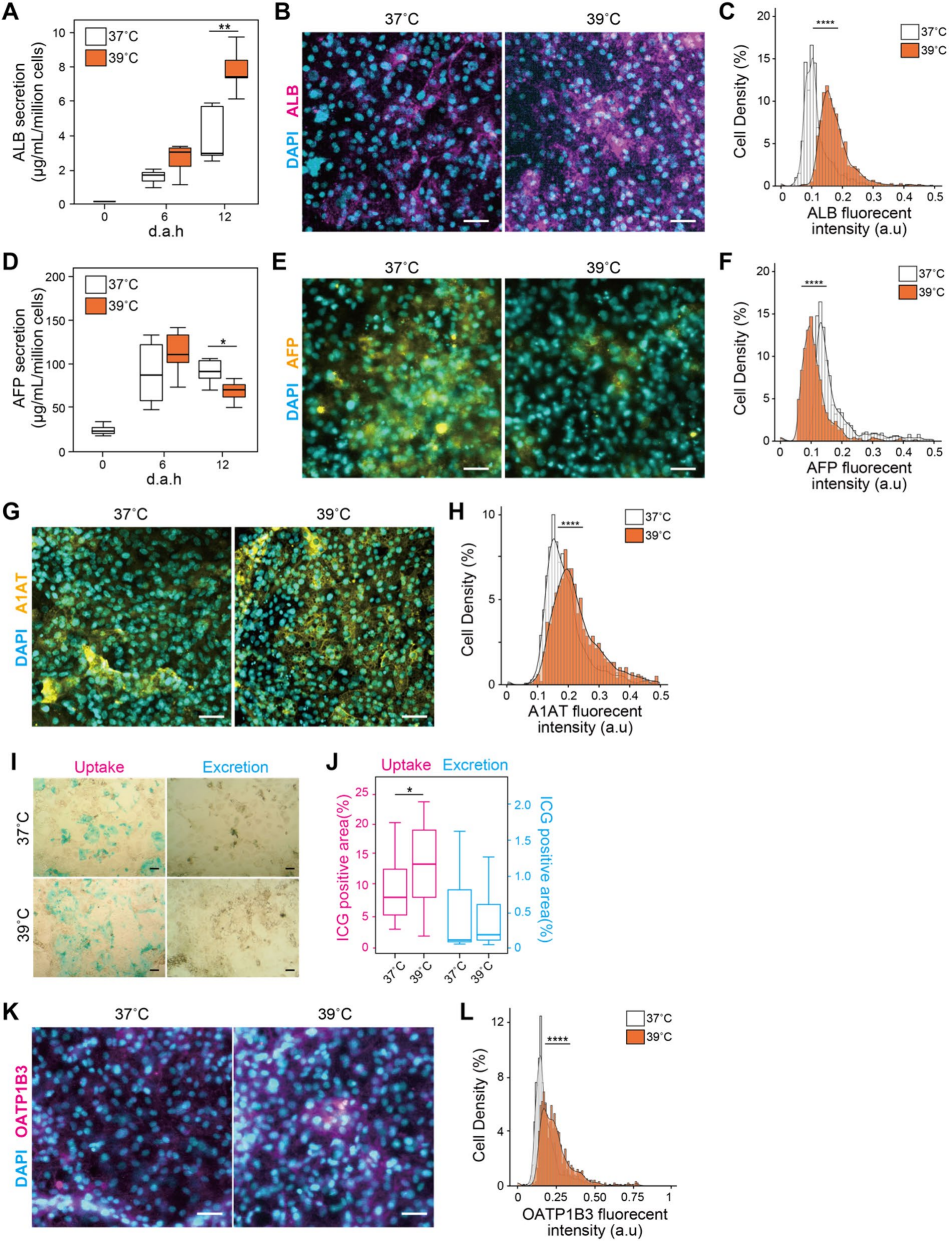
Heat treatment at 39 °C facilitates hepatic functions of hESC-HLCs. (**A**) Albumin (ALB) secretion from 37- to 39 °C-treated hESC-HLCs at 12 d.a.h. measured by ELISA. (**B,C**) Immunofluorescent micrographs (**B**) and single-cell profiling (**C**) of ALB in 37 °C- and 39 °C-treated hESC-HLCs at 12 d.a.h. (n = 3). (**D**) α-fetoprotein (AFP) secretion from 37- to 39 °C-treated hESC-HLCs at 12 d.a.h. measured by ELISA. (**E,F**) Immunofluorescent micrographs (**E**) and single-cell profiling (**F**) of AFP in 37 °C- and 39 °C-treated hESC-HLCs at 12 d.a.h. (n = 3). (**G,H**) Immunofluorescent micrographs (**G**) and single-cell profiling (**H**) of α1-anti trypsin (A1AT) in 37 °C- and 39 °C-treated hESC-HLCs at 12 d.a.h. (n = 3). (**I,J**) Micrographs (**I**) and the percentiles of positive area (**J**) of 37 °C- and 39 °C-treated hESC-HLCs at 12 d.a.h., stained with indocyanine green (ICG) (n = 5) Scale bars = 50 µm. (**K,L**) Immunofluorescent micrographs (**K**) and single-cell profiling (**L**) of organic anion transporting polypeptide 1B3 (OATP1B3) in 37 °C- and 39 °C-treated hESC-HLCs at 12 d.a.h. (n = 3). DAPI was used for nuclei staining. Scale bars = 50 µm. In all panels, where applicable, center lines of box plots indicate medians; box limits indicate the 25th and 75th percentiles as determined by *R* software; whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles; *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.0001; each plot and error bar represents a mean ± SD.

The 37 °C- and 39 °C-treated hESC-HLCs secreted albumin (ALB) at 6 and 12 d.a.h., and 39 °C-treated cells secretion was significantly higher than that of 37 °C-treated cells at 12 d.a.h. (p = 0.002, n = 5, Fig. 3A). Compared with 37 °C-treated hESC-HLCs, 39 °C-treated cells had increased ALB expression (p < 0.001, n = 3, Fig. 3B,C, and S2B) and mRNA levels (p = 0.007, n = 3, Fig. S2A). Similarly, the protein and mRNA expressions of α1 anti-trypsin (A1AT, or called SERPINA1), one of liver maturation markers, were increased in 39 °C-treated cells (p < 0.001, n = 3, Fig. 3G,H, S2E, and S2F). In contrast, in the case of AFP, a biomarker of embryonic hepatic development, both the secretion and protein level were decreased in 39 °C-treated cells (p = 0.032, n = 6, Fig. 3D,E, and S2D), but the mRNA levels were not significantly different (p = 0.10, n = 3, Fig. S2C). These results suggest that 39 °C treatment facilitated the maturation process of hepatic differentiation.

To confirm their abilities to uptake and excrete exogenous substances, indocyanine green (ICG)^15^ was used to visualize the capable cells (n = 5, Fig. 3I,J). The ICG uptake levels of 39 °C-treated cells were significantly higher than those of 37 °C-treated cells at 12 d.a.h. (p = 0.039), but the excretion levels were not at 13 d.a.h. (p = 0.616). We found that one of the primary transporters of ICG, OATP1B3 was increased in 39 °C-treated cells (n = 3, Fig. 3K,L, S2G, and S2H), but not the other primary transporting NTCP (n=3, Fig. S2I–K).

### Transcriptional analysis identified gene expressions of 39 °C-treated hESC-HLCs

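The libraries analysed here came from hepatocyte-like cells made from H9, an established human embryonic stem cell line (hESC-HLCs), and d.a.h. stands for days after heat treatment. There were 5 groups of 3 libraries, namely cells before heat treatment (0 d.a.h.), cells kept at 37 °C for 6 or 12 d.a.h., and cells kept at 39 °C for 6 or 12 d.a.h. Polyadenylated RNA was copied into cDNA, amplified by PCR and read on a nanopore sequencer. The methods give 40 ng of total RNA per library and the sample labels give 10 ng. The authors demultiplexed the reads with EPI2ME, discarded failed reads, and aligned and counted the rest with BioJupies, and they deposited the count of reads per gene symbol without normalization. The genome build, the aligner's version and the use of strand were not stated. Each library held between 61164 and 439203 counts, with a median of 186470. By group, the lowest, median and highest totals were 144577, 274379 and 439203 counts at 0 d.a.h., 164628, 200815 and 314464 at 37 °C 6 d.a.h., and 140128, 180421 and 206537 at 37 °C 12 d.a.h. They were 61164, 89999 and 186470 counts at 39 °C 6 d.a.h., the shallowest group, and 147483, 217056 and 220073 at 39 °C 12 d.a.h. Genes were tested where the summed count of at least 1 group was over 30, which left 4028 of the 18530 genes with any count, and these held 89.0% to 91.1% of the counts of each library. Values are given as CPM, counts scaled to a common library size, computed on these genes with library sizes scaled by edgeR's TMM method. On this scale 3 counts, the limit that a count of 0 allows, came to 6.70 CPM in the deepest library and 55.7 CPM in the shallowest. Such limits cover counting error only, since the PCR reads carried no molecular identifiers. All 15 libraries entered 1 model with 5 groups, and gene coordinates are those of GENCODE release 29 on GRCh38, matched by symbol, since the build the authors used was not stated.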

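At 12 d.a.h., edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 1 gene with an adjusted p under 0.05 between the libraries labelled 39 °C and 37 °C, and 250 genes had an unadjusted p under 0.05. At 6 d.a.h. it gave 0 genes, with 273 at an unadjusted p under 0.05, and the difference between the temperature effects at 12 and 6 d.a.h. gave 0 genes, with 226 at an unadjusted p under 0.05. Change over time was larger, with 316 genes past the same threshold at 37 °C and 413 at 39 °C, of which 193 and 228 are among the genes listed in Table S1. Among the 286 tested genes of Table S1, adjusted over the list alone, 20 passed at 12 d.a.h. and 9 at 6 d.a.h., and these counts are not independent evidence, since the list was drawn from the same libraries. With the replicate number entered as a block the test gave 12 genes at 12 d.a.h., 8 at 6 d.a.h., 2 for the difference between the effects, 504 over time at 37 °C and 654 over time at 39 °C. The single gene at 12 d.a.h. was TAC3 (chromosome 12, 57010000 to 57028883). It had 83.3 ± 19.3 CPM (SD, n = 3) at 37 °C and 5.25 ± 9.09 CPM (SD, n = 3) at 39 °C, where the 3 libraries held 3 counts in all. Taken against the limit of 3 counts per library, TAC3 was at least 4.59-fold lower at 39 °C, with every 39 °C library below every 37 °C library, and its adjusted p was 0.0244 from the same edgeR test. Without 39 °C 12 d.a.h. replicate 1 its adjusted p was 0.478, without replicate 2 of that group 0.207, without 37 °C 12 d.a.h. replicate 2 0.0838 and without replicate 3 of that group 0.118, so that the count fell to 0 in each case, and without 37 °C 12 d.a.h. replicate 1 it rose to 2. DESeq2 gave 0 genes at 12 d.a.h., with 145 at an unadjusted p under 0.05, and an adjusted p of 0.195 for TAC3.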

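The time-course regression was repeated from the deposited counts with the terms that the columns of Table S1 name, a quadratic curve in time per gene with terms for the 2 groups, taken here as the temperatures. With the libraries grouped as labelled, 287 genes passed an adjusted p under 0.05 and an R-squared over 0.7, of which 248 are in Table S1, and 145 of the 287 kept a term for temperature. Leaving out 1 replicate of every group raised the number of genes to 709 without replicate 1, 620 without replicate 2 and 602 without replicate 3, and an R-squared over 0.8 lowered it to 128. In the same fits 433, 364 and 416 genes kept a term for temperature, and 58 did with an R-squared over 0.8. Before the R-squared threshold, 942 genes had an adjusted p under 0.05 with all libraries. Without replicates 1, 2 and 3 in turn they were 1086, 925 and 989, so most of the rise arose at the R-squared threshold. Fewer values fitted with the same terms can raise R-squared by themselves, so these counts do not show that a replicate hid genes. Table S1 gives the terms that the authors' regression kept for each gene, and after the values were seen these were compared over all 24 ways of assigning the 4 group labels at 6 and 12 d.a.h., for genes with a summed count of all libraries over 30. As labelled, the regression kept the same terms as Table S1 for 130 of its 320 genes. With the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h. exchanged, it kept the same terms for 320 of the 320, and the next best assignment gave 210. That exchange gave 330 genes, of which 319 are in Table S1, and 219 with a term for temperature. The files alone do not show which of these 2 assignments matches the cells, so every value here groups the libraries as they are labelled, and the value with these labels exchanged is given beside it where the exchange changes a direction or an edgeR or camera call. In the edgeR test the exchange gave 12 genes at 12 d.a.h., 10 of them higher at 39 °C, and 3 genes at 6 d.a.h., all higher at 39 °C, while TAC3 had an adjusted p of 0.102.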

To identify the genes affected by heat treatment at 39 °C, we performed a time-course RNA-seq analysis at three time-points with three biological replicates (0, 6, and 12 d.a.h.) using maSigPro^16^, and identified 320 significant differentially expressed genes (DEGs, Table S1). 

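The values of the genes listed in Table S1, normalized by TMM in 3 iterations, were grouped by Ward linkage on 1 minus Pearson's correlation and divided into 5 clusters. Table S2 names 146 genes by cluster, and each cluster found here was matched to the cluster of the paper whose named genes it held most of. The 5 clusters held 73, 79, 97, 34 and 37 genes, in the order of the paper's Clusters 1 to 5. They placed 34 of the 39 named genes of Cluster 1, 28 of the 32 of Cluster 2, 34 of the 34 of Cluster 3, 19 of the 22 of Cluster 4 and 17 of the 19 of Cluster 5 in the matching cluster, 132 of the 146 in all. The grouping moved most with average linkage, which matched 72 of the 146 genes. Since it reads the libraries one by one, it stays the same when group labels are exchanged.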

Hierarchical clustering based on the identified genes was categorized into 5 clusters (Fig. 4A,B, and S3A). 

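For each cluster, the genes that Table S2 names under it were compared between temperatures by their median log2 fold change and by limma's camera test, adjusted over the 10 tests of 5 clusters at 6 and 12 d.a.h. These genes were chosen on the same libraries, so the tests are not independent evidence. Of the Cluster 1 genes of Table S2, 34 of 39 were tested. At 6 d.a.h. their median per library was 228 ± 49.0 CPM (SD, n = 3) at 37 °C and 247 ± 13.8 CPM (SD, n = 3) at 39 °C, and the libraries overlapped (two-sided exact permutation test, p = 0.5, where the smallest p for 3 against 3 is 0.1). The median log2 fold change was 0.13, with 21 of 34 genes higher at 39 °C (camera, adjusted p = 0.657), and it was 0.25, -0.029 and 0.015 without 37 °C 6 d.a.h. replicates 1, 2 and 3 in turn, and -0.0093 and 0.081 without 39 °C 6 d.a.h. replicates 1 and 3 in turn. At 12 d.a.h. the median per library was 254 ± 57.9 CPM (SD, n = 3) at 37 °C and 289 ± 69.4 CPM (SD, n = 3) at 39 °C, again with overlap (exact permutation test, p = 0.5). The median log2 fold change there was 0.31, with 28 of 34 genes higher (camera, adjusted p = 0.000809), and 0.52 without 37 °C 12 d.a.h. replicate 2. Without 37 °C 12 d.a.h. replicate 1 it was 0.11 (camera, adjusted p = 0.472), without 39 °C 12 d.a.h. replicate 2 it was 0.18 (camera, adjusted p = 0.141), and with the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h. exchanged it was 0.20 (camera, adjusted p = 0.0713). Of the Cluster 4 genes of Table S2, 17 of 22 were tested. Their median at 6 d.a.h. was 81.4 ± 4.96 CPM (SD, n = 3) at 37 °C and 138 ± 33.7 CPM (SD, n = 3) at 39 °C, with every 39 °C library above every 37 °C library (exact permutation test, p = 0.1). The log2 fold change at 6 d.a.h. had a median of 0.53, with 16 of 17 genes higher (camera, adjusted p = 7.49e-07), and 0.13 among the 5 genes with at least 10 counts in every library (camera, adjusted p = 0.101). At 12 d.a.h. the medians were 110.04 ± 6.14 CPM (SD, n = 3) at 37 °C and 105 ± 10.0 CPM (SD, n = 3) at 39 °C, and the median log2 fold change was -0.074, with 8 of 17 genes higher (camera, adjusted p = 0.178). Exchanging the same 2 labels gave -0.33 at 12 d.a.h., with 2 of 17 genes higher (camera, adjusted p = 0.000295). As labelled, the 12 d.a.h. median was -0.22 and -0.19 without 37 °C 12 d.a.h. replicates 1 and 3 in turn, and -0.15 and -0.11 without 39 °C 12 d.a.h. replicates 1 and 3 in turn. The change in the temperature effect from 6 to 12 d.a.h. was a median of -0.69 for Cluster 4 (16 of 17 genes lower, camera, adjusted p = 2.19e-06 over 13 sets) and 0.24 for Cluster 1 (28 of 34 genes higher, camera, adjusted p = 0.0962). For Cluster 1 this change was 0.12, 0.32 (camera, adjusted p = 0.0390) and 0.24 (camera, adjusted p = 0.0415) without 37 °C 6 d.a.h. replicates 1, 2 and 3 in turn, 0.049 and 0.43 (camera, adjusted p = 0.00799) without 37 °C 12 d.a.h. replicates 1 and 2 in turn, and 0.25 (camera, adjusted p = 0.0425) without 39 °C 12 d.a.h. replicate 1, so that 4 of 12 fits with 1 library left out passed the threshold. Camera presets the correlation between genes, and under limma's fry test, which takes it from the libraries, an adjusted p under 0.05 held for Clusters 2, 3 and 5 at 12 d.a.h., for Clusters 3 and 4 at 6 d.a.h. and for the change in Cluster 4, but not for Cluster 1.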

Clusters 1 and 4 have DEGs which the expression levels of 39 °C-treated hESC-HLCs were similar to those of 37 °C-treated cells until 6 d.a.h., and were significantly higher from 6 to 12 d.a.h. 

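Of the Cluster 2 genes of Table S2, 31 of 32 were tested. Their median per library rose from 27.8 ± 6.29 CPM (SD, n = 3) at 0 d.a.h. to 127 ± 23.5 CPM (SD, n = 3) at 37 °C 6 d.a.h. and 158 ± 28.6 CPM (SD, n = 3) at 37 °C 12 d.a.h. In the libraries labelled 39 °C it was 109.99 ± 15.1 CPM (SD, n = 3) at 6 d.a.h. and 235 ± 67.4 CPM (SD, n = 3) at 12 d.a.h. From 0 to 6 d.a.h. the median log2 fold change was 0.90 at each temperature, or 0.64 at 37 °C and 0.80 at 39 °C with genes near the detection limit set to their bounds. From 6 to 12 d.a.h. it was 0.65 at 37 °C (28 of 31 genes higher, camera, adjusted p = 2.73e-18 over 30 tests of time) and 1.21 at 39 °C (31 of 31 higher, camera, adjusted p = 1.53e-23), and at 37 °C it was 0.18 with the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h. exchanged (camera, adjusted p = 0.166). Between temperatures at 6 d.a.h. the libraries overlapped (exact permutation test, p = 0.4), and the median log2 fold change was 0.18, with 19 of 31 genes higher at 39 °C (camera, adjusted p = 0.178). It was 0.16 with 3 genes near the detection limit set to their bounds, 0.10 without 37 °C 6 d.a.h. replicate 2, and 0.17 without 37 °C 6 d.a.h. replicate 1 (camera, adjusted p = 0.0351). At 12 d.a.h. every 39 °C library lay above every 37 °C library (exact permutation test, p = 0.1), with a median of 0.49 and 27 of 31 genes higher (camera, adjusted p = 3.86e-11). Without 39 °C 12 d.a.h. replicate 1 the 12 d.a.h. median was 0.27 (camera, adjusted p = 3.89e-05). Of the 31 genes, 12 had an unadjusted p under 0.05 at 12 d.a.h., 8 passed when adjusted over the list alone and 0 when adjusted over all genes tested (edgeR's quasi-likelihood test), and the list was drawn from these libraries. With the replicate number as a block, genes grouped into Cluster 2 here passed over all genes tested at 12 d.a.h., HP among them (edgeR adjusted p = 0.00739). After the same exchange of labels the median at 6 d.a.h. became 0.65, with 28 of 31 genes higher (camera, adjusted p = 5.46e-18).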

DEGs in Cluster 2 showed that both 37 °C- and 39 °C-treated hESC-HLCs increased the DEGs, but 39 °C-treated hESC-HLCs have significantly higher expression during the hepatic differentiation process. In contrast, Cluster 3 has DEGs, which continuously decreased their expression during hepatic differentiation, but does not show the difference between the temperatures. 

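Of the Cluster 3 genes of Table S2, 31 of 34 were tested. The median per library fell from 268 ± 31.9 CPM (SD, n = 3) at 0 d.a.h. to 191 ± 44.6 and then 131 ± 7.37 CPM (SD, n = 3 each) at 37 °C, and to 175 ± 17.7 and then 122 ± 6.51 CPM (SD, n = 3 each) at 39 °C. At each temperature and in each step, every later library lay below every earlier one (exact permutation test, p = 0.1). From 0 to 6 d.a.h. the median log2 fold change was -0.51 at 37 °C and -0.84 at 39 °C, each with 30 of 31 genes lower (camera, adjusted p = 1.30e-11 and adjusted p = 1.65e-12). From 6 to 12 d.a.h. it was -0.31 at 37 °C (23 of 31 lower, camera, adjusted p = 6.61e-06) and -0.12 at 39 °C (18 of 31 lower, camera, adjusted p = 0.00601). Among the 14 genes with at least 10 counts in every library the step at 39 °C was 0.028 (camera, adjusted p = 0.164). The step at 37 °C from 6 to 12 d.a.h. was -0.18 without 37 °C 6 d.a.h. replicate 2, and that at 39 °C was -0.073 without 39 °C 6 d.a.h. replicate 2, and -0.073 without 39 °C 12 d.a.h. replicate 3. The libraries of both temperatures overlapped at 6 d.a.h. with an exact permutation p = 0.7, and at 12 d.a.h. with an exact permutation p = 0.3. The temperature difference at 6 d.a.h. was a median log2 fold change of -0.15, with 21 of 31 genes lower at 39 °C (camera, adjusted p = 0.0402), and at 12 d.a.h. it was -0.11, with 17 of 31 lower (camera, adjusted p = 0.0402). With the genes near the detection limit set to their bounds, 4 at 6 d.a.h. and 6 at 12 d.a.h., these medians were -0.13 and 0. Leaving out any 1 of 4 libraries raised the adjusted p of the 6 d.a.h. difference over the threshold, with -0.11 without 37 °C 6 d.a.h. replicate 2 (camera, adjusted p = 0.155), -0.16 without replicate 3 of that group (camera, adjusted p = 0.0625), -0.22 without 39 °C 6 d.a.h. replicate 1 (camera, adjusted p = 0.0919) and -0.23 without replicate 3 of that group (camera, adjusted p = 0.162). At 12 d.a.h. it was -0.011 without 37 °C 12 d.a.h. replicate 1 (camera, adjusted p = 0.164), -0.12 without 39 °C 12 d.a.h. replicate 1 (camera, adjusted p = 0.0565), -0.037 without 39 °C 12 d.a.h. replicate 2 (camera, adjusted p = 0.121) and -0.036 without 37 °C 12 d.a.h. replicate 2, which kept its call. With the replicate number as a block the 12 d.a.h. value was -0.13 (camera, adjusted p = 0.0565), and among genes with at least 10 counts in every library it was 0.013 (camera, adjusted p = 0.336).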

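Of the Cluster 5 genes of Table S2, 17 of 19 were tested. From 0 to 6 d.a.h. their median log2 fold change was 1.96 at 37 °C, with 17 of 17 genes higher (camera, adjusted p = 2.37e-18), and 1.69 at 39 °C, with 16 of 17 higher (camera, adjusted p = 9.99e-10). With the genes near the detection limit set to their bounds these rises were 1.47 and 1.31. The median per library rose from 61.8 ± 14.0 CPM (SD, n = 3) at 0 d.a.h. to 222 ± 39.7 CPM (SD, n = 3) at 37 °C and 146 ± 32.4 CPM (SD, n = 3) at 39 °C. In the step to 12 d.a.h., as the libraries are labelled, the median log2 fold change was 0.56 at 37 °C, with 15 of 17 genes higher (camera, adjusted p = 1.81e-06), and 0.46 at 39 °C, with 14 of 17 higher (camera, adjusted p = 0.0214). The rise at 39 °C was 0.43 without 39 °C 6 d.a.h. replicate 1 (camera, adjusted p = 0.0530) and 0.49 without 39 °C 12 d.a.h. replicate 3 (camera, adjusted p = 0.0637). The medians per library at 6 and 12 d.a.h. overlapped at both temperatures (exact permutation test, p = 0.7). With the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h. exchanged, the same step was -0.27 at 37 °C, with 12 of 17 genes lower (camera, adjusted p = 0.111), and -0.34 at 39 °C, with 13 of 17 lower (camera, adjusted p = 0.000131).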

DEGs in Cluster 5 showed increased from 0 to 6 d.a.h., once, but decreased from 6 to 12 d.a.h.. Furthermore, 39 °C-treated hESC-HLCs showed significantly higher expression of the DEGs in Cluster 5, compared with 37 °C-treated cells for the tested period.

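Between temperatures, the Cluster 5 genes of Table S2 were lower in the libraries labelled 39 °C. At 6 d.a.h. every 39 °C library had a lower median than every 37 °C library (two-sided exact permutation test, p = 0.1), and 12 of 17 genes were lower (camera, adjusted p = 0.143). The median log2 fold change was -0.27, and it was -0.13 without 37 °C 6 d.a.h. replicate 2 and -0.16 without 39 °C 6 d.a.h. replicate 1. At 12 d.a.h. the median per library was 233 ± 20.1 CPM (SD, n = 3) at 37 °C and 137 ± 30.7 CPM (SD, n = 3) at 39 °C, with every 39 °C library below every 37 °C library (exact permutation test, p = 0.1). The median log2 fold change there was -0.34, with 13 of 17 genes lower (camera, adjusted p = 0.000334). Among the 7 genes with at least 10 counts in every library the 6 d.a.h. value was -0.44, with 6 of 7 lower (camera, adjusted p = 0.00354). The difference between the effects at the 2 time points was a median of -0.34 (camera, adjusted p = 0.286), and it turned to 0.11 among genes with at least 10 counts in every library and to 0.016 without 39 °C 6 d.a.h. replicate 3, and was -0.14 without 37 °C 6 d.a.h. replicate 1. When the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h. were exchanged, the direction turned at both time points, to 0.56 at 6 d.a.h. with 15 of 17 genes higher (camera, adjusted p = 4.63e-06) and 0.46 at 12 d.a.h. with 14 of 17 higher (camera, adjusted p = 0.0249).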

**Figure 4:**
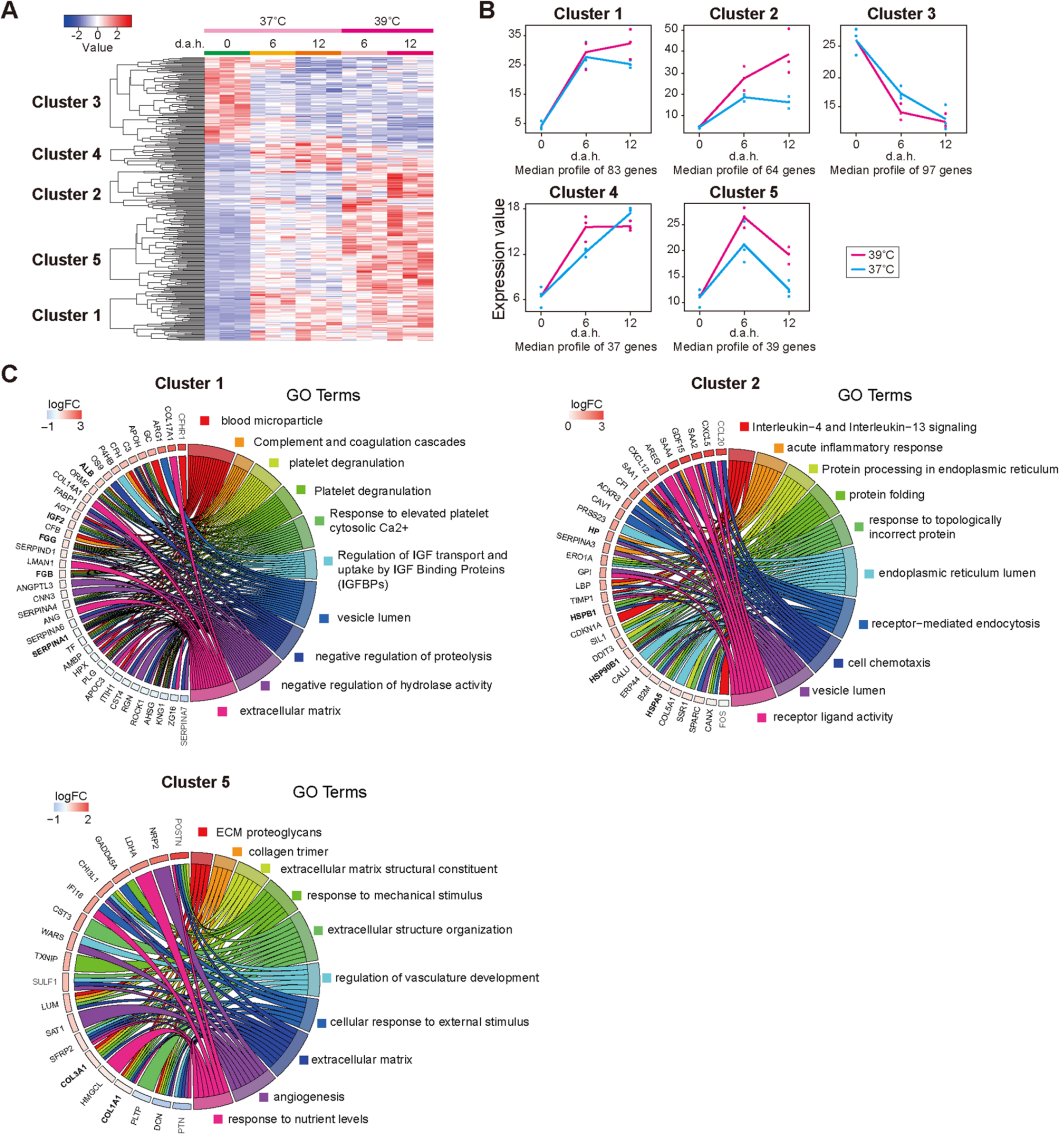
Global transcriptional analysis to identify the specific gene signatures in hESC-HLCs with heat treatments at 37 °C and 39 °C. (**A**) Hierarchical clustering and heat map of the differentially expressed genes in hESC-HLCs with heat treatments at 37 °C and 39 °C. (**B**) Typical plots of five clusters identified in (**A**). Each dot represents the median of expression values of each sample. (**C**) Chord diagram presenting enriched GO clusters for the differentially expressed genes hESC-HLCs with heat treatment at 37 °C and 39 °C. In each chord diagram, enriched GO clusters are shown (right), and genes contributing to this enrichment shown (left). Each cluster was found in (**A**).

To clarify what type of GO term or pathway the gene altered in each cluster, Gene Ontology (GO) enrichment, KEGG, and Reactome^17^ analyses were performed (Fig. 4C, S3–S5, and Table S2). Cluster 1 had 83 genes, and particularly, complement factor H related 1 (*CFHR1*), *ALB*, insulin-like growth factor 2 (*IGF2*), fibrinogen beta chain (*FGB*), and fibrinogen gamma chain (*FGG*) showed high expression. These genes showed biological terms associated with liver functions such as “blood microparticle”^18,19^ and “regulation of insulin-like growth factor transport and uptake by insulin-like growth factor binding proteins”, with high enrichment ratio (FDR < 0.05). These results suggested that the genes in Cluster 1 have roles of liver functions activated by heat treatment.

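ALB (chromosome 4, 73397114 to 73421412) rose from 275 ± 118 CPM (SD, n = 3) at 0 d.a.h. to 7559 ± 817 CPM at 37 °C and 9763 ± 1623 CPM at 39 °C (SD, n = 3 each) at 6 d.a.h., and to 9459.7 ± 3068 and 14427 ± 2770.3 CPM (SD, n = 3 each) at 12 d.a.h. At 12 d.a.h. every 39 °C library was above every 37 °C library (exact permutation test, p = 0.1), and the log2 fold change of ALB was 0.61 (standard error 0.26, adjusted p = 0.725 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 6 d.a.h. the libraries overlapped and it was 0.37 (standard error 0.26, edgeR adjusted p = 0.805). IGF2 (chromosome 11, 2129112 to 2149603) had 5139.6 ± 665 CPM at 37 °C and 6255 ± 903 CPM at 39 °C (SD, n = 3 each) at 12 d.a.h., with overlapping libraries and a log2 fold change of 0.28 (standard error 0.20, edgeR adjusted p = 0.912). Its value at 6 d.a.h. was 0.052 (edgeR adjusted p = 0.983), and it turned to -0.051 without 39 °C 6 d.a.h. replicate 1, to -0.0057 without 37 °C 6 d.a.h. replicate 3, to -0.12 with no low-count filter and to -0.066 among genes with at least 10 counts in every library. FGB (chromosome 4, 154562956 to 154571086) reached 11015 ± 1366 CPM at 37 °C and 15115 ± 754 CPM at 39 °C (SD, n = 3 each) at 12 d.a.h., a log2 fold change of 0.46 (standard error 0.27, edgeR adjusted p = 0.912). FGG (chromosome 4, 154604134 to 154612967) reached 8683 ± 514 and 12606 ± 1747 CPM (SD, n = 3 each), a log2 fold change of 0.54 (standard error 0.37, edgeR adjusted p = 0.912). For both fibrinogen genes every 39 °C library was above every 37 °C library at 12 d.a.h., while at 6 d.a.h. the libraries overlapped. The 6 d.a.h. value of FGB was 0.28 (edgeR adjusted p = 0.875), and that of FGG was 0.24 (edgeR adjusted p = 0.925) and turned to -0.19 without 39 °C 6 d.a.h. replicate 1.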

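Of the Cluster 1 genes of Table S2, 2 had an unadjusted p under 0.05 between temperatures at 12 d.a.h., 0 passed when adjusted over the list alone and 0 when adjusted over all genes tested (edgeR's quasi-likelihood test). With the replicate number as a block, a gene grouped into Cluster 1 here passed over all genes tested at 12 d.a.h. (edgeR adjusted p = 0.0436). At 6 d.a.h., without the block, the unadjusted count was also 2, with 1 gene when adjusted over the list alone, which was chosen on these libraries, and 0 over all genes tested. The rise from 0 to 6 d.a.h. was a median log2 fold change of 3.06 at 37 °C, with 34 of 34 genes higher (camera, adjusted p = 2.40e-55), and 2.94 at 39 °C, with 32 of 34 higher (camera, adjusted p = 5.99e-39), or 2.74 and 2.84 with genes near the detection limit set to their bounds. From 6 to 12 d.a.h. the median was 0.013 at 37 °C (camera, adjusted p = 0.578) and 0.20 at 39 °C, with 21 of 34 genes higher (camera, adjusted p = 0.0664). The step at 37 °C was 0.20, -0.069 and -0.11 without 37 °C 6 d.a.h. replicates 1, 2 and 3 in turn, and 0.13, -0.14 (camera, adjusted p = 0.0209) and -0.060 without 37 °C 12 d.a.h. replicates 1, 2 and 3 in turn, and it was -0.0053 with DESeq2 and -0.091 among genes with at least 10 counts in every library. The step at 39 °C was 0.19 (camera, adjusted p = 0.0145) and 0.13 without 39 °C 6 d.a.h. replicates 2 and 3 in turn, and 0.18 (camera, adjusted p = 0.0108) and 0.21 (camera, adjusted p = 0.0440) without 39 °C 12 d.a.h. replicates 1 and 3 in turn, and 0.31 with the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h. exchanged (camera, adjusted p = 0.000404). From the high expression of these genes and the terms related to the liver that they fall under, the paper proposes that these genes carry out liver functions that heat treatment activates.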

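HP, the gene of haptoglobin (chromosome 16, 72054592 to 72061055), rose from 21.8 ± 13.1 CPM (SD, n = 3) at 0 d.a.h. to 1297 ± 192 CPM at 37 °C and 2543 ± 365 CPM at 39 °C (SD, n = 3 each) at 12 d.a.h. Its log2 fold change at 12 d.a.h. was 0.97 (standard error 0.25, adjusted p = 0.249 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block the adjusted p of HP was 0.00739, and with the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h. exchanged its log2 fold change was 1.40 with an adjusted p of 0.0114 (edgeR in both cases). HSPB1 (chromosome 7, 76302544 to 76304295), of the small heat shock proteins, had 331 ± 40.4 CPM at 37 °C and 569 ± 100.2 CPM at 39 °C (SD, n = 3 each), a log2 fold change of 0.77 (standard error 0.21, edgeR adjusted p = 0.256). After the same exchange of labels it was 1.07 (edgeR adjusted p = 0.0359). HSPA5 (chromosome 9, 125234853 to 125241330) had 954 ± 120.4 and 1321 ± 153 CPM (SD, n = 3 each), a log2 fold change of 0.46 (standard error 0.21, edgeR adjusted p = 0.728). HSP90B1 (chromosome 12, 103930107 to 103953645) had 992 ± 170.1 and 1314 ± 68.8 CPM (SD, n = 3 each), a log2 fold change of 0.40 (standard error 0.19, edgeR adjusted p = 0.756). For each of these 4 genes every 39 °C library was above every 37 °C library at 12 d.a.h. (exact permutation test, p = 0.1), and by chance 10% of genes separate in this way in either direction.

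**Figure D1:**
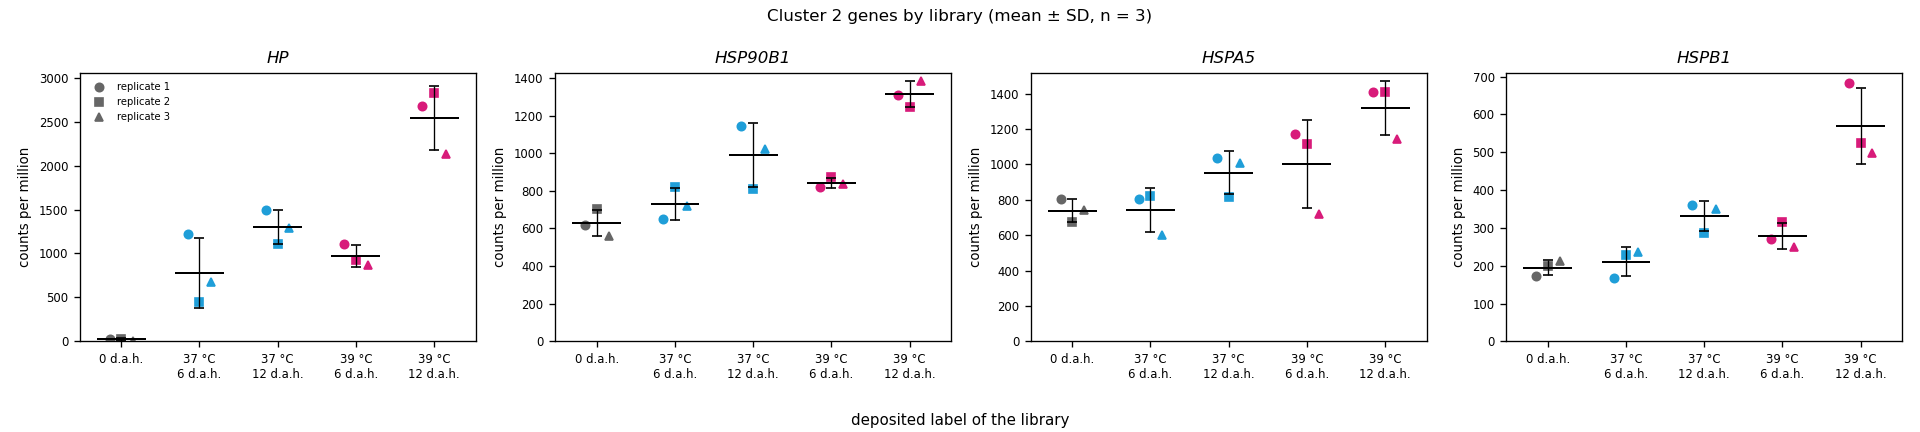
CPM of HP, HSP90B1, HSPA5 and HSPB1 in the 5 groups as labelled, with 1 point per library, a short horizontal line at each group mean and bars of 1 SD (n = 3). At 12 d.a.h. the 3 libraries labelled 39 °C sit above the 3 labelled 37 °C in each panel.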

Cluster 2 had 64 genes, including haptoglobin (*HP*), heat shock protein 90 kDa beta member 1 (*HSP90B1*), heat shock protein family A (HSP70) member 5 (*HSPA5*), and heat shock protein beta-1 (*HSPB1*). These genes were associated with the terms “Protein processing in endoplasmic reticulum” with high enrichment ratios (FDR < 0.05).

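COL1A1, which encodes the alpha 1 chain of type I collagen (chromosome 17, 50183289 to 50201632), rose from 57.2 ± 8.47 CPM (SD, n = 3) at 0 d.a.h. to 584 ± 142 CPM (SD, n = 3) in the libraries labelled 37 °C 12 d.a.h. and 404 ± 99.6 CPM (SD, n = 3) in those labelled 39 °C 12 d.a.h. The log2 fold change at 12 d.a.h. was -0.53 (standard error 0.23, adjusted p = 0.725 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the libraries overlapped (exact permutation test, p = 0.2). At 6 d.a.h. COL1A1 had 296 ± 38.4 CPM at 37 °C and 388 ± 57.4 CPM at 39 °C (SD, n = 3 each), a log2 fold change of 0.36 (standard error 0.25, edgeR adjusted p = 0.805), also with overlap (exact permutation test, p = 0.2). The difference between the effects at 12 and 6 d.a.h. was -0.88 (edgeR adjusted p = 0.858). With the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h. exchanged, the log2 fold change of COL1A1 was 0.11 at 12 d.a.h. with an edgeR adjusted p = 0.939 and 0.99 at 6 d.a.h. with an edgeR adjusted p = 0.0644.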

Cluster 5 had 39 genes with higher expression in 39 °C-treated hESC-HLCs than in 37 °C-treated hESC-HLCs, such as collagen type I alpha 1 chain (*COL1A1*). These genes are involved in ECM construction, such as “extracellular matrix structural constituent” (FDR < 0.05).

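Of the Cluster 5 genes of Table S2, 4 had an unadjusted p under 0.05 between temperatures at 12 d.a.h. and 2 at 6 d.a.h., by edgeR's quasi-likelihood test. Adjusted over the list alone, 3 passed at 12 d.a.h. and 1 at 6 d.a.h., and adjusted over all genes tested 0 passed at either time. The list was chosen on these libraries, so its own adjustment is not independent evidence. With the replicate number as a block, genes grouped into Cluster 5 here passed over all genes tested at 12 d.a.h. Among them were DCN and PLTP, chosen after the values were seen (edgeR adjusted p = 0.00676 and 0.0116). At 6 d.a.h. a gene of that cluster passed with the block too (edgeR adjusted p = 0.0404).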

### 39 °C-treatment activates collagen production of hESC-HLCs

Collagens are known to be a constitutive ECM of the liver and play various roles not only in liver development but also in diseases^20^. Collagen type I (COL1A) and collagen type IV (COL4A) have been reported to promote hepatocytes’ functions, such as CYP3A4, CYP3A7, and albumin^21^. 

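COL3A1 (chromosome 2, 188974320 to 189012746) encodes the alpha 1 chain of type III collagen. It had 352 ± 168 CPM (SD, n = 3) at 0 d.a.h., 1806 ± 265 CPM at 37 °C and 2196 ± 400.1 CPM at 39 °C (SD, n = 3 each) at 6 d.a.h., and 3101 ± 803 CPM at 37 °C and 2526 ± 387 CPM at 39 °C (SD, n = 3 each) at 12 d.a.h., with the groups as labelled. The log2 fold change of COL3A1 was 0.29 at 6 d.a.h. with a standard error of 0.26 and an adjusted p = 0.871 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and -0.29 at 12 d.a.h. with a standard error of 0.26 and an adjusted p = 0.937. The libraries overlapped, with an exact permutation p = 0.3 at 6 d.a.h. and 0.4 at 12 d.a.h., and the difference between the effects was -0.58 (edgeR adjusted p = 0.890). Without 37 °C 12 d.a.h. replicate 3 the 12 d.a.h. value of COL3A1 was -0.065, and its 6 d.a.h. value was 0.19 without 37 °C 6 d.a.h. replicate 1 and 0.18 without 39 °C 6 d.a.h. replicate 3. With the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h. exchanged, COL3A1 was higher at 39 °C at both times, by 0.78 at 6 d.a.h. with an edgeR adjusted p = 0.338 and by 0.20 at 12 d.a.h. with an edgeR adjusted p = 0.887.

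**Figure D2:**
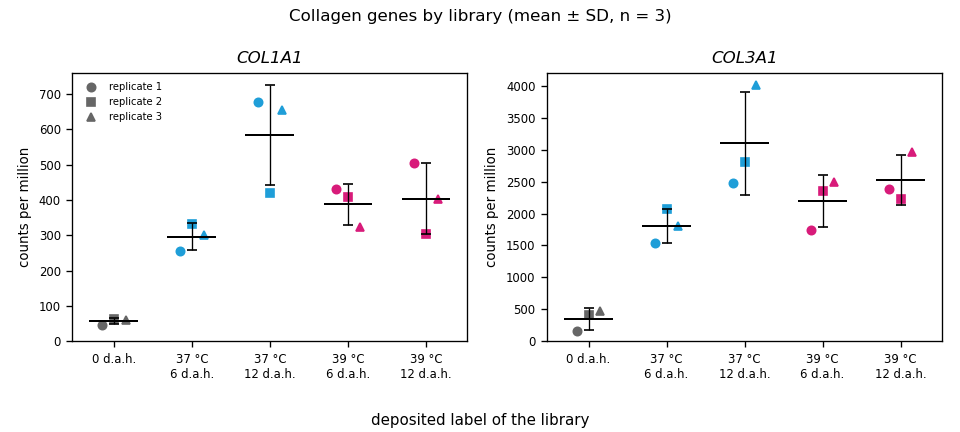
CPM of COL1A1 and COL3A1 in the 5 groups as labelled, with 1 point per library, a short horizontal line at each group mean and bars of 1 SD (n = 3). The libraries labelled 37 °C and 39 °C overlap at 6 and at 12 d.a.h. in both panels. Exchanging the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h. turns the 12 d.a.h. difference in both.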

Our mRNA-seq results showed that heat treatment at 39 °C increased the expression of *COL1A1* and *COL3A1*, which encode COL1A and COL3A, respectively. Therefore, we performed fluorescence immunocytochemistry and quantitative single-cell profiling of COL1A and COL3A, and COL4A which was not detected as DEGs by RNA-seq but is involved in the liver constitution. 

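COL4A1 (chromosome 13, 110148963 to 110307233) had 226 ± 35.2 CPM at 37 °C and 139 ± 63.5 CPM at 39 °C (SD, n = 3 each) at 6 d.a.h., and 217 ± 63.1 CPM at 37 °C and 209 ± 13.5 CPM at 39 °C (SD, n = 3 each) at 12 d.a.h. Its log2 fold change was -0.57 at 6 d.a.h. with a standard error of 0.34 and an adjusted p = 0.797 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and -0.030 at 12 d.a.h. with a standard error of 0.30 and an adjusted p = 1.00, and the libraries overlapped at both times. The 12 d.a.h. value of COL4A1 turned to 0.20 without 37 °C 12 d.a.h. replicate 2, to 0.022 without 39 °C 12 d.a.h. replicate 3, to 0.0083 with no low-count filter, and to 0.44 with the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h. exchanged (edgeR adjusted p = 0.755).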

The expression of COL1A and COL4A was observed in both 37 °C- and 39 °C-treated hESC-HLCs but was significantly higher in 39 °C-treated cells than in 37 °C-treated cells (p < 0.001, n = 3, Fig. 5A–D, S6A, and S6B). In contrast, COL3A had a low expression level in both 37 °C- and 39 °C-treated cells, and there was no significant difference (p = 0.89, n = 3, Fig. 5E,F, and  S6C). Thus, we confirmed that 39 °C-treated hESC-HLCs elevated the expression of COL1A and COL4A.

**Figure 5:**
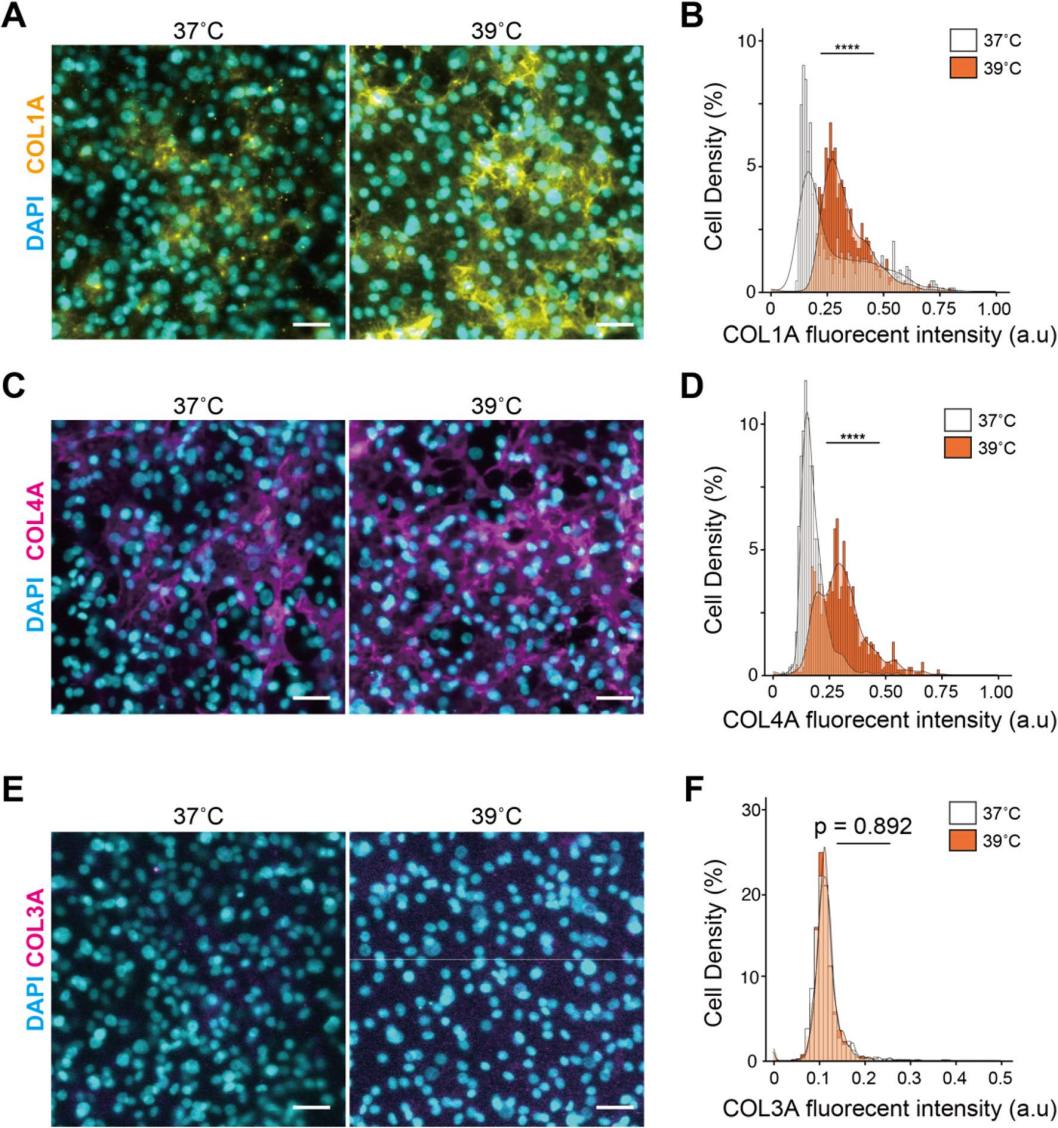
Evaluation of expression of collagen type I (COL1A), collagen type IV (COL4A), and collagen type III (COL3A) in hESC-HLCs with heat treatments. (**A,B**) Immunofluorescent micrographs (**A**) and single-cell profiling (**B**) of COL1A in 37 °C- and 39 °C-treated hESC-HLCs at 12 d.a.h. (n = 3). (**C,D**) Immunofluorescent micrographs (**C**) and single-cell profiling (**D**) of COL4A in 37 °C- and 39 °C-treated hESC-HLCs at 12 d.a.h. (n = 3). (**E,F**) Immunofluorescent micrographs (**E**) and single-cell profiling (**F**) of COL3A in 37 °C- and 39 °C-treated hESC-HLCs at 12 d.a.h. (n = 3). In all panels, where applicable, center lines of box plots indicate medians; box limits indicate the 25th and 75th percentiles as determined by *R* software; whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles; ****p < 0.0001; each plot and error bar represents a mean ± SD. DAPI was used for nuclei staining. Scale bars = 50 µm.

## Discussion

Fully functional human hepatocytes have a great potential for applications in drug screening and toxicological tests as well as regenerative medicine. Here, we present a new method to functionalize HLCs derived from hPSCs by providing heat treatment at 39 °C during hepatic differentiation in combination with the conventional hepatic differentiation protocol with the use of chemicals and growth factors^14^, but not a higher temperature such as 42 °C, and with chemical treatments. In contrast, we found that this heat treatment was able to functionalize hPSC-HLCs, but not fully differentiated hepatocytes, such as PHH and differentiated HepaRG. Therefore, such heat treatment is required during hepatic differentiation.

Hepatic metabolic activity by the CYP family is the one of most important features of hepatocytes. We found that the CYP3A activity of hPSC-HLCs was increased in 39 °C-treated cells. Single-cell profiling based on immunofluorescent microscopic images also showed that 39 °C-treated cells had increased CYP3A7/CYP3A4 expressions.

In addition to hepatocyte-associated genes, the genes of several molecular chaperones HSPs (Heat shock protein [HSP] 90 beta family member 1 [*HSP90B1*], HSP family A [HSP70] member 5 [*HSPA5*], and HSP family B [small] member 1 [*HSPB1*]) were induced by heat treatment at 39 °C. Molecular chaperons generally work for protein folding, liver development^22^, and disease progression^23^. In particular, HSP90B1 and HSPA5 (or called glucose-regulated protein 78 [GRP78]) were expressed in the liver, according to the Human Protein Atlas^24^. 

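At 6 d.a.h. the 3 chaperone genes were also higher on average in the libraries labelled 39 °C. HSP90B1 had 730.55 ± 84.9 CPM at 37 °C and 843 ± 26.0 CPM at 39 °C (SD, n = 3 each), a log2 fold change of 0.21 (standard error 0.20, adjusted p = 0.876 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HSPA5 had 742 ± 123.20 and 1002 ± 247 CPM (SD, n = 3 each), a log2 fold change of 0.41 (standard error 0.21, edgeR adjusted p = 0.747), with overlapping libraries. HSPB1 had 211 ± 37.3 and 278 ± 33.8 CPM (SD, n = 3 each), a log2 fold change of 0.36 (standard error 0.25, edgeR adjusted p = 0.802). For HSP90B1 and HSPB1 every 39 °C library was above every 37 °C library (exact permutation test, p = 0.1).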

HSPB1 expression has been reported in a variety of organs, including the liver. In terms of cellular status, which we observed, 39 °C-treated hESC-HLCs showed similar cell numbers as 37 °C-treated hESC-HLCs. In contrast, the CYP3A4 activity was upregulated, although its gene expression did not change. These results suggest that molecular chaperons support CYP3A4 folding, resulting in the promotion of its activity. Thus, the upregulated chaperons supported protein folding rather than cancer- or disease-like status.

Although we improved the functionality of hepatocytes derived from hPSCs, there is still a need for improvement. The obtained hepatocytes have not reached the adult liver stage because CYP3A7 and AFP, which are expressed during the fetal hepatic developmental process^25,26^, were expressed in 39 °C-treated hESC-HLCs. Therefore, additional treatments need to be established for the further maturation of hepatocytes. While chemical environmental cues have been studied for functionalized hPSC-HLCs, physical cues are still largely uncovered. Recently, to recapitulate liver-like cell aggregates, liver organoid technology using hPSCs showed strong potential for application in drug discovery and regenerative medicine^27^. However, even such organoids, which are generally obtained with chemical environmental cues, do not reach the liver’s functional levels in vivo. Thus, physical environmental cues, such as shown in this study, would facilitate the hepatic functions of hepatocytes and liver organoids. In particular, the thermal conditions required for liver functionalization are quite interesting but not fully understood. We could not determine whether hepatocytes generate the heat first or whether high environmental temperatures allow hepatocytes for heat generation. We applied external heat treatment on hPSC-HLCs and confirmed that hPSC-HLCs were functional, but we could not confirm whether hPSC-HLCs generated heat or not, because if so, the temperature changes would be very small. Recently, intracellular thermal biosensors based on genetically engineered green fluorescent proteins have been established^28^, and the use of such biosensors would be beneficial to investigate the mechanisms of thermal regulation for liver functionalization.

In conclusion, we showed the physiologically relevant heat condition at 39 °C allows functionalizing hESC-HLCs, such as albumin secretion, CYP3A activities, and collagen productions, without severe cell damages. Since this approach is straightforward and does not require any special instruments, it would be rapidly used for practical applications of functionalized hPSC-HLCs for drug discovery and toxicological tests.

## Materials and methods

### hESC culture

hESCs were used according to the guidelines provided by the ethical committee of Kyoto University (Approved# ES3-9). WA09 (H9) (RRID:CVCL_9773, hPSCreg Name WAe009-A) hESCs used in this study were purchased from WiCell Research Institute (Madison, WI, USA). Before culturing, hESC-certified Matrigel (Corning, Corning, NY, USA) was diluted with Dulbecco’s modified Eagle medium (DMEM)/F12 medium (Sigma-Aldrich, St. Louis, MO, USA) at a 1:75 (v/v) ratio and coated onto a culture dish. The Matrigel was incubated in the culture dish for 24 h at 4 °C. Then, excess Matrigel was removed, and the coated dish was washed with fresh DMEM/F12 medium. We used mTeSR-1-defined medium (Stem Cell Technologies, Vancouver, Canada) for daily culturing of hPSCs. For passaging, cells were dissociated with TryPLE Express (Thermo Fisher Scientific, Tokyo, Japan) for 3 min at 37 °C and then harvested. A cell strainer was used to remove undesired cell aggregates from the cell suspension, and cells were then centrifuged at 200×*g* for 3 min and resuspended in mTeSR-1 medium. Live/dead cells were counted using a NucleoCounter NC-200 (Chemetec, Baton Rouge, LA, USA). We used mTeSR-1 medium containing 10 µM of the ROCK inhibitor Y-27632 (Wako, Osaka, Japan) to prevent apoptosis of dissociated hPSCs on day 1. On subsequent days, we used mTeSR-1 medium without the ROCK inhibitor with daily medium changes.

### Hepatic differentiation from hPSC

Before inducing differentiation, we coated a cell-culture dish with 0.1% gelatin in phosphate-buffered saline (PBS, Thermo Fisher Scientific) for 30 min at 25 °C. We then aspirated the gelatin solution and introduced a DMEM/F12 medium (Sigma-Aldrich) onto the culture dish for serum coating at 37 °C for 24 h. The medium was supplemented with 10% (v/v) fetal bovine serum (Cell Culture Bioscience, Tokyo, Japan), penicillin/streptomycin (Wako), and 100 µM β-mercaptoethanol (Sigma-Aldrich). The coated dish was then rinsed with fresh medium.

Cultured hPSCs were washed with PBS and treated with TryPLE Express at 37 °C for 5 min, followed by the addition of basal medium and the transfer of the cell suspension into a 15 mL tube to induce endoderm differentiation. Cells were centrifuged at 200×*g* for 3 min, the supernatant was removed, and then the cells were resuspended in mTeSR-1 medium supplemented with 10 µM Y-27632 and 100 ng mL^−1^ activin A (Wako), plated on a serum-coated culture dish, and cultured in a humidified incubator at 37 °C with 5% CO_2_ for 24 h. At the end of day 1, the medium was replaced with fresh mTeSR-1 medium supplemented with 10 µM Y-27632 and 100 ng mL^−1^ activin A and cultured for another 24 h. On day 2, the medium was replaced with mTeSR-1 medium supplemented with 10 µM Y-27632, 100 ng mL^−1^ activin A, 10 ng mL^−1^ bone morphogenetic protein-4 (BMP-4) (R&D Systems), 10 µM LY294002 (Cayman Chemical, Ann Arbor, MI, USA), and 3 µM CHIR99021 (Stemgent, Cambridge, MA, USA), and cells were incubated for 24 h. On day 3, the medium was replaced with mTeSR-1 medium supplemented with 10 µM Y-27632, 100 ng mL^−1^ activin A, 10 ng mL^−1^ BMP-4, and 10 µM LY294002, and cells were incubated for 24 h. On day 4, the medium was replaced with Roswell Park Memorial Institute (RPMI) medium (Thermo Fisher Scientific) supplemented with B-27 (Thermo Fisher Scientific), 100 ng mL^−1^ activin A, and 100 ng mL^−1^ basic fibroblast growth factor (bFGF), and cells were incubated for 24 h. To induce ADE specification, cells were treated with RPMI medium supplemented with 50 ng mL^−1^ activin A, with daily medium changes for three days. Cells were then treated with RPMI medium supplemented with 20 ng mL^−1^ BMP-4 and 10 ng mL^−1^ FGF-10 (R&D systems), with daily medium changes for four days. On day 12, the medium was replaced with hepatocyte-maturation medium (hepatocyte basal medium (Lonza, Basel, Switzerland) supplemented with 30 ng mL^−1^ oncostatin M (R&D Systems), 50 ng mL^−1^ HGF (PeproTech, Rocky Hill, NJ), and 25 mM HEPES (Wako) to induce maturation of the differentiated hepatocytes. On day 14, the cells were incubated at 37 °C, 39 °C, or 42 °C, and half the total amount of medium was changed every day. To avoid evaporation of the medium, which might lead to artifacts in hepatic differentiation and functional measurements, the amounts of the medium were monitored and maintained at the original volume (1 mL in each well of a 24-well plate) for the differentiation process.

### CYP3A activity assay

We used a cytochrome P450 3A (CYP3A) Assay and Screening System with Luciferin-IPA (Promega, Madison, MI, USA) to assess CYP3A activity. Samples were treated with a luciferin-IPA substrate (1:1000) in hepatocyte-maturation medium at 0, 6, and 12 d.a.h. of either 37 °C or 39 °C. We collected the medium after 1 h and added Luciferin Detection Reagent (Promega). After 15 min, the CYP3A activity was measured in each sample with a Synergy HTX multi-mode reader (BioTek Instruments, Inc. Winooski, VT, USA). The activity was normalized based on the total number of cells.

### ELISA for human albumin and α-fetoprotein

The medium cultured with cells were collected and stored at − 80 °C until use. The concentrations of albumin and α-fetoprotein secreted into the medium were measured using human albumin ELISA kit (Abcam, Cambridge, Cambridgeshire, UK, ab179887) and human α-fetoprotein ELISA kit (Proteintech, Tokyo, JAPAN), following the manufacture’s protocol.

### Single-cell profiling based on microscopic images

Following the microscopic image acquisition, the CellProfiler software (Broad Institute of Harvard and MIT, Version 4.1.2) was used to identify cells with Otsu’s method. The fluorescence signals of individual cells were quantified automatically. Single-cell profiling was calculated based on 1000 cells randomly selected from fluorescent microscopic images.

### RNA amplification and sequencing

Precisely 40 ng of total RNA was diluted with 9 μL of RNase free water, then mixed with VN primer (Oxford NANOPORE Technologies, UK) and 1 μL of 10 mM dNTPs (New England Biolabs Inc. Ipswich, Massachusetts, USA), and incubated at 65 °C for 5 min to prepare the cDNA library. Separately, 4 μL of 5× RT Buffer (Thermo Fisher Scientific), 1 μL of RNaseOUT (Thermo Fisher Scientific), 1 μL of Nuclease-free water, and 2 μL of Strand-Switching Primer (Oxford NANOPORE Technologies) was mixed as the strand-switching buffer. The two solutions were mixed at 42 °C for 2 min; then, 1 μL of Maxima H Minus Reverse Transcriptase (Thermo Fisher Scientific) was added. The mixture was incubated at 42 °C for 90 min, 85 °C for 5 min, and stored at 4 °C until use as the cDNA library. Exactly 5 μL aliquot of the cDNA library solution was mixed with 25 μL of 2× LongAmp Taq Master Mix (New England Biolabs Inc.), 1.5 μL of Barcode Primers (Oxford NANOPORE Technologies), and 18.5 μL of nuclease-free water. PCR was performed (95 °C for 30 s, 18 cycles of 95 °C for 15 s, 62 °C for 15 s and 65 °C for 50 s, and then 65 °C for 6 min) to barcode the cDNA for multiplexing. PCR products were stored at 4 °C until use. Then, 1 μL of NEB Exonuclease 1 (New England Biolabs Inc.) was added before incubation at 37 °C for 15 min, followed by incubation at 80 °C for 15 min. Using Agencourt AMPure XP beads (BECKMAN COULTER Life Sciences, Indianapolis, IN), amplified DNA was purified and collected in 12 μL of Elution Buffer (Oxford NANOPORE Technologies). BioAnalyzer 2100 with High Sensitivity DNA Kit (Agilent Technologies) was used to evaluate barcoded cDNA’s amount and quality. Then, 50 fmol of the barcoded cDNA was incubated with 1 μL of Rapid Adapter to make up a total volume of 11 μL, which was incubated for 5 min at 25 °C. For Nanopore sequencing, 12 μL of the prepared DNA library was mixed with 37.5 μL of Sequencing Buffer (Oxford NANOPORE Technologies) and 25.5 μL of Loading Buffer (Oxford NANOPORE Technologies). This solution was applied to the Nanopore Flow Cell (v9.4.1) and run for 24 h.

Additional materials and methods are available in the Supplementary Information.

## Supplementary Information

Supplementary Information.

## Data Availability

The mRNA-seq data have been deposited in the NCBI Gene Expression Omnibus under Accession Number GSE172227.

# Supplementary material for: In vitro culture at 39 °C during hepatic maturation of human ES cells facilitates hepatocyte-like cell functions
**Source:** Sci Rep. 2022 Mar 25;12:5155. doi: 10.1038/s41598-022-09119-7
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supporting Information**

***In vitro* culture at** **39°C during hepatic maturation of human ES cells facilitates hepatocyte-like cell functions**

Satoshi Imamura^1^, Koki Yoshimoto^1,2,3^, Shiho Terada^1^, Kaho Takamuro^1^, and Ken-ichiro Kamei^1,4,5,^*

*To whom correspondence may be addressed.

Address: Yoshida-Ushinomiya-cho, Sakyo-ku, Kyoto, 606-8501, JAPAN

**Materials and methods**

**Hepatocytes culture.** Primary human hepatocytes (PHH) were purchased from SEKISUI MEDICAL CO., LTD. PHH were seeded on 0.1% collagen type I-coated plate with OptiPLATE Hepatocyte Plating Media (SEKISUI MEDICAL CO., LTD., Tokyo, Japan) and cultured for 4 h at 37°C. The medium was replaced with OptiCULTURE Hepatocyte Culture Media (SEKISUI MEDICAL) and cultured for 24 h at 37 or 39°C. Differentiated HepaRG cells were purchased from KAC Co., Ltd., and the cells were thawed in HepaRG medium 670 (KAC Co., Ltd. Tokyo, Japan). HepaRG cells were seeded on 96-well plates with HepaRG medium 670 and cultured for 4 h at 37°C. Then, the medium was replaced, and the cells were cultured for 24 h at 37°C or 39°C. ﻿HepG2 cells were cultured with high-glucose DMEM (Sigma-Aldrich) supplemented with 10% (v/v) fetal bovine serum (Cell Culture Bioscience, Tokyo, Japan), 1% (v/v) penicillin/streptomycin (Wako), and 1% (v/v) MEM Non-essential Amino Acids Solution (Wako). HepG2 cells were seeded on 96-well plates with the medium and cultured for 24 h at 37°C. After cell attachment, HepG2 cells were cultured for 24 h or 12 days at 37°C or 39°C.

**Immunocytochemistry.** Cells were fixed with 4% paraformaldehyde (Wako, 161-20141) in PBS for 20 min at 25°C and then permeabilized with 0.1% Triton X-100 (MP Biomedicals, CA, USA) in PBS for 10 min at 25°C. Subsequently, cells were blocked in blocking buffer (5% normal goat serum, Vector; 5% normal donkey serum, Wako; 3% bovine serum albumin, Sigma-Aldrich; and 0.1% Tween-20, Nacalai Tesque, Inc., Kyoto, Japan) in PBS at 4°C for 16 h and then incubated at 4°C for 16 h with the primary antibody (anti-human CYP3A7 rabbit IgG, 1:500, Proteintech, Chicago, USA; anti-human A1AT rabbit IgG, 1:800, Dako, Tokyo, Japan. A0012; anti-human CYP3A4 mouse IgG, 1:25, Santa Cruz Biotechnology, Inc., CA, USA, sc-53850; and anti-human ALB mouse IgG, 1:50, R&D Systems, 188835) in blocking buffer. Cells were then incubated at 37°C for 60 min with a secondary antibody (AlexaFluor 488 Donkey anti-rabbit IgG, 1:1000, Jackson ImmunoResearch, PA, USA 711-546-152 and AlexaFluor 647 Donkey anti-mouse IgG, 1:1000, Jackson ImmunoResearch, 715-606-150) in blocking buffer before a final incubation with 4’,6-diamidino-2-phenylindole (DAPI; Wako 342-07431) at 25°C for 30 min.

**Indocyanine green (ICG) uptake/excretion assay.** Briefly, 1 mg mL^−1^ ICG (Sigma-Aldrich) was dissolved in the hepatocyte-maturation medium. Cells were treated with the ICG solution for 1 h, rinsed with hepatocyte-maturation medium, and then observed using a bright-field microscope (Olympus, Tokyo, Japan). After 24 h, the cells were observed again to visualize excretion capability. To calculate the ICG positive area, we used ImageJ version 1.52m (1) software ﻿(National Institutes of Health, Bethesda, MD, USA).

**Image acquisition.** Each sample containing cells was placed on the stage of a Nikon ECLIPSE Ti inverted fluorescence microscope equipped with a CFI plan fluor 10×/0.30 N.A. objective lens (Nikon, Tokyo, Japan), a CCD camera (ORCA-R2; Hamamatsu Photonics, Hamamatsu City, Japan), a mercury lamp (Intensilight; Nikon), an XYZ automated stage (Ti-S-ER motorized stage with encoders; Nikon), and filter cubes for fluorescence channels (DAPI and GFP HYQ; Nikon). For image acquisition, the exposure times were set at 200 ms for DAPI, 200 ms for GFP HYQ for A1AT and CYP3A7, and 800 ms for CYP3A4 and ALB.

**Periodic Acid Schiff (PAS) staining.** A PAS staining kit (Merck, Tokyo, Japan) was used following the manufacture’s protocol. To calculate the PAS-stained cell area, ImageJ 1.52m software was used.

**RNA purification.** RNA was purified from cells using the RNeasy Mini Kit (Qiagen, Hilden, Germany). The cells were directly lysed by adding 350 µL of lysis buffer in the kit and transferred to a 1.5-mL tube. Subsequently, 350 µL of 70% (v/v) ethanol was added to the tubes. Each solution was transferred to an RNeasy Mini spin column placed in a 2-mL collection tube. The column was centrifuged for 15 s at 8000 × g, and the flow-through was discarded. Then, 350 µL of buffer RW1 was added to the columns and centrifuged. Then, 80 µL of DNase digestion buffer was added to the column and incubated at 25°C for 15 min. Next, 350 µL of buffer RW1 was added to the column tube and centrifuged again. The column was washed with 500 µL of buffer RPE three times, placed in a new 2-mL tube, and centrifuged. The column was placed in a new 1.5-mL collection tube, and 50 µL of RNase-free water was added to the column; this was followed by centrifugation for 1 min at 8000× g to elute RNA into the collection tube. The RNA quality was evaluated using Agilent 2100 Bioanalyser (Agilent Technologies, Inc., USA).

**Quantitative PCR.** The primer sets used in this study are shown in **Table S3**. One µg of total RNA from each sample was used for cDNA synthesis using the PrimeScript RT Master Mix (TaKaRa). Each PCR was carried out in a final volume of 25 μL containing 12.5 μL of 2× TB Green Premix Ex Taq II (Tli RNaseH Plus), 2 μL (0.8 μM) of forward and reverse primers, 0.5 μL of ROX Reference Dye or Dye, 7.6 μL of nuclease-free water, and 0.4 μL of (50 ng/µl) of cDNA template. The qPCR cycling conditions were 95°C for 2 min, 40 cycles at 95°C for 15 s, and 60°C for 1 min. The relative mRNA expression of some genes was calculated using the *ΔΔ*Ct method, and housekeeping genes were used to normalize the transcript levels.

**mRNA-seq analysis.** Sequenced reads were processed and demultiplexed using EPI2ME software (Oxford NANOPORE Technologies). Failed reads were discarded, and Fast5 files were converted into FASTQ and FASTA files using EPI2ME software. The generated FASTQ files were loaded to BioJupies (2) for alignment with human genomes and annotation. The expressed genes were counted using BioJupies (**Table S2**), and the counts were analyzed using TCC (3) in R using the Bioconductor package. Briefly, the counted dataset was introduced into the TCC-GUI package. Gene counts were normalized using TMM (Trimmed mean of M values) methods (4) in the edgeR package (5) with the following parameters: Filtering Threshold for Low Count Genes 30, Number of Iterations = 3; FDR < 0.1; Elimination of Potential DEGs = 0.05. 

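The package that the authors used for the time-course regression was not used here, and its steps were written in R. The supplement names the package without its settings, so the settings of the fit, apart from the terms that Table S1 names, were chosen here. Each gene's normalized counts were fitted by a negative binomial model with theta 10 on time, time squared, temperature and their products, with the 0 d.a.h. libraries entered for both temperatures, which makes 18 values per gene. Genes with an adjusted p under 0.05 went through backward elimination of terms at 0.05. With TMM run once the regression gave 280 genes, with a common dispersion from edgeR in place of theta 10 it gave 290, and with no low-count filter 312. Entering the 0 d.a.h. libraries once, for 37 °C, gave 205 genes, and an R-squared over 0.6 gave 506. The threshold of 30 for low counts does not say over which libraries it was taken, and reading it as the summed count of all 15 libraries, a choice made after the values were seen, let 7774 genes enter and 314 pass.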

Time-course RNA sequence analysis was conducted according to the R package microarray Significant Profiles (maSigPro) (version 1.60.0) (6) using normalized expression value. GO analysis for DEGs was performed using the WEB-based Gene Set Analysis Toolkit (WebGestalt (7)). “Biological Process noRedundant,” “Cellular component noRedundant,” and “molecular function noRedundant” were selected for the database, and “genome protein-coding” genes were selected for the reference set. Additionally, “KEGG” and “Reactome” were selected for the database. The protein-coding genes among the DEGs served as inputs.

**Data availability (RNA-seq)**. The mRNA-seq data have been deposited in the NCBI Gene Expression Omnibus under accession number GSE172227.

**Statistical analysis.** All experiments were carried out at least three times independently. Statistical analysis was performed with Microsoft excel. The results for the CYP3A4 assay and albumin secretion assay are presented as means ± SD. In others, where applicable, center lines of box plots indicate medians; box limits indicate the 25th and 75th percentiles as determined by R software; whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles. ﻿Comparisons between the two groups were conducted using a two-tailed Student’s *t*-test. ﻿Statistical significance was accepted for values of p < 0.05 in the present study. Comparison of CYP3A7, CYP3A4, ALB, A1AT, AFP, OATP1B3, NTCP, COL1A, COL3A, and COL4A positive cells between two groups was conducted using the two-sample Kolmogorov–Smirnov test followed by the Wilcoxon rank-sum test.

**
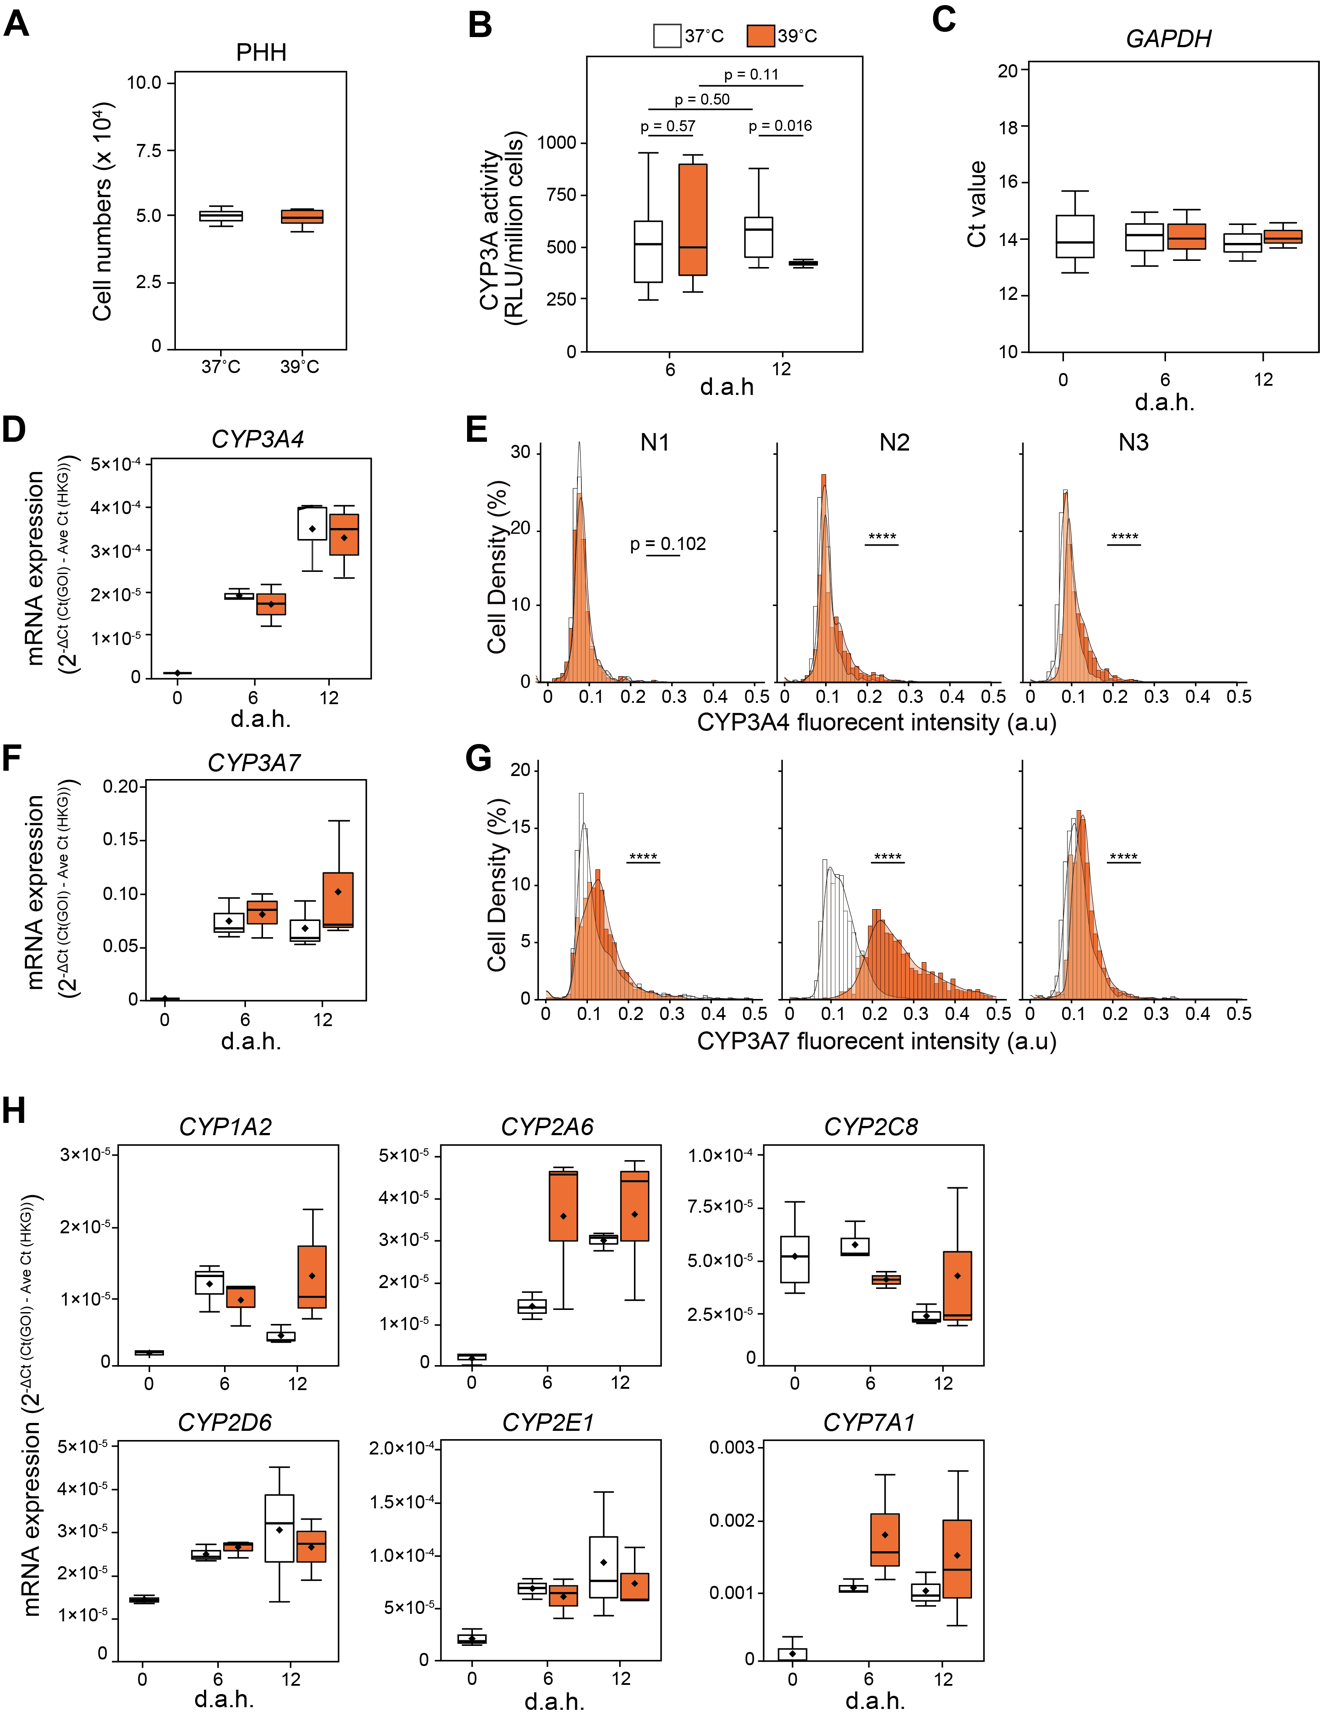
**

**Fig. S1. A.** Box plots showing the cell numbers of living primary human hepatocytes (PHH) cultured at 39°C for a day (n = 4). **B.** Bioluminescent-based CYP3A activity assay to confirm CYP3A activities of HepG2 cells cultured at 39°C for 12 d. **C.** Estimation of cycle threshold (Ct) values of glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) during hepatic differentiation with heat treatments at 37°C and 39°C. **D.** Quantification of mRNA expression of cytochrome p450 3A4 (*CYP3A4*) during hepatic differentiation with heat treatments at 37°C and 39°C. **E.** Microscopic single-cell profiling of CYP3A4 in 37°C- and hESC-HLCs treated at 39°C at 12 d.a.h. with three biological replicates. **F.** Quantification of mRNA expression of cytochrome p450 3A7 (*CYP3A7*) during hepatic differentiation with heat treatments at 37°C and 39°C. **G.** Microscopic single-cell profiling of CYP3A7 in 37°C- and 39°C-treated hESC-HLCs at 12 d.a.h. with three biological replicates. **H.** Quantification of mRNA expression of typical hepatic CYP enzymes, *CYP1A2*, *CYP2A6*, *CYP2C8*, *CYP2D6*, *CYP2E1*, *CYP3A4*, *CYP3A7*, and *CYP7A1* during hepatic differentiation with heat treatments at 37°C and 39°C. All experiments were conducted in three biological replicates (n = 3). Centerlines of box plots indicate medians; box limits indicate the 25^th^ and 75^th^ percentiles as determined using the *R* software; whiskers extend 1.5 times the interquartile range from the 25^th^ and 75^th^ percentiles.

**
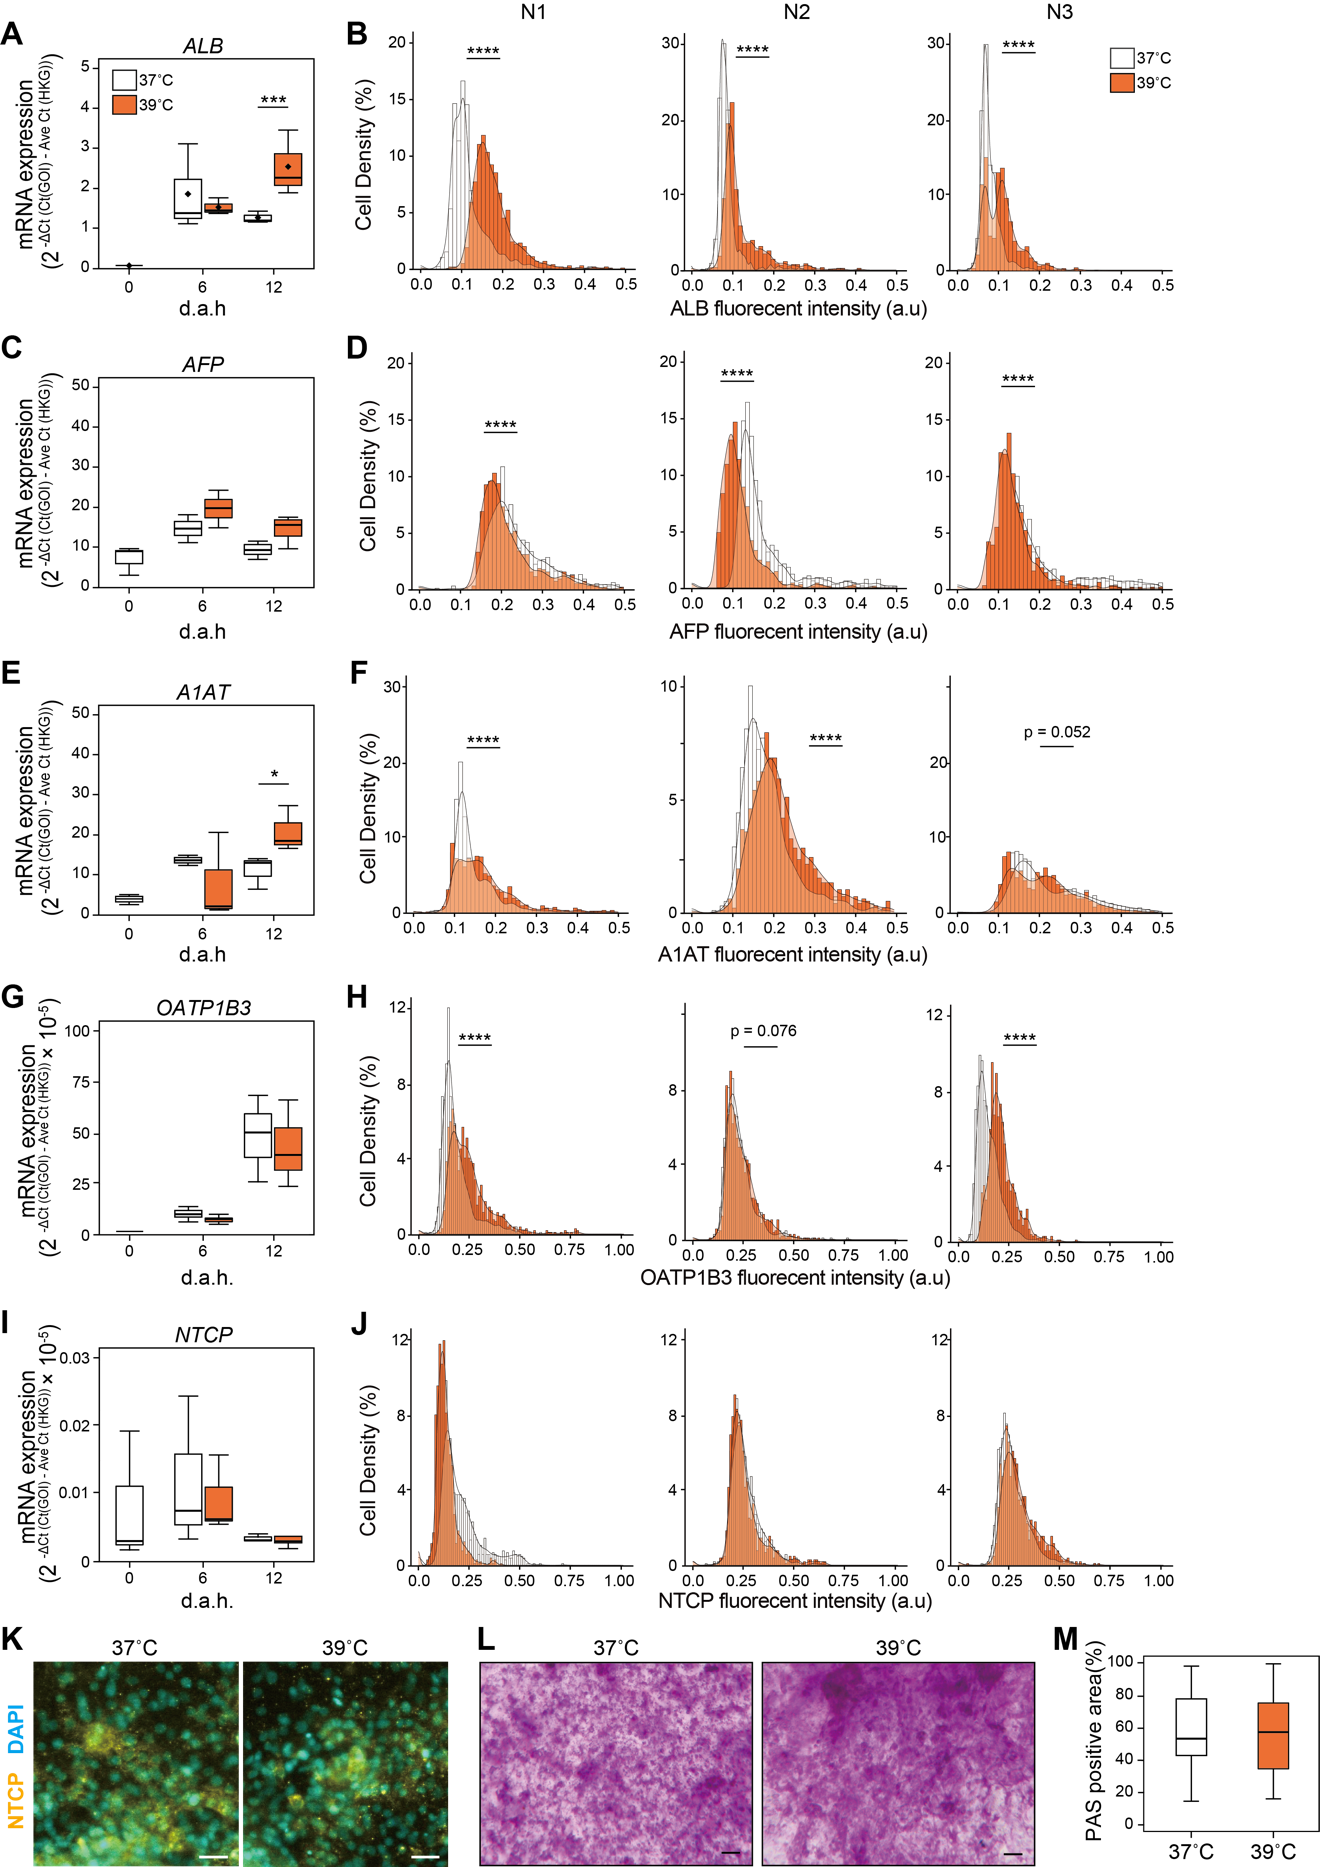
**

**Fig. S2** **A.** Gene expression analysis of albumin (ALB) during hepatic differentiation with heat treatments at 37°C and 39°C. **B.** Single-cell profiling of ALB in 37°C- and 39°C-treated hESC-HLCs at 12 d.a.h. with three biological replicates. **C.** Gene expression analysis of α-fetoprotein (AFP) during hepatic differentiation with heat treatments at 37°C and 39°C. **D.** Single-cell profiling of AFP in 37°C- and 39°C-treated hESC-HLCs at 12 d.a.h. with three biological replicates. **E.** Gene expression analysis of α1-anti trypsin (A1AT) during hepatic differentiation with heat treatments at 37°C and 39°C. **F.** Single-cell profiling of A1AT in 37°C- and 39°C-treated hESC-HLCs at 12 d.a.h. with three biological replicates. **G.** Gene expression analysis of organic anion transporting polypeptide 1B3 (OATP1B3) during hepatic differentiation with heat treatments at 37°C and 39°C. **H.** Single-cell profiling of OATP1B3 in 37°C- and 39°C-treated hESC-HLCs at 12 d.a.h. with three biological replicates. **I.** Gene expression analysis of Na^+^-taurocholate cotransporting polypeptide (*NCTP* or known as sodium/bile acid cotransporter) during hepatic differentiation with heat treatments at 37°C and 39°C. **J.** Single-cell profiling of NTCP in 37°C- and 39°C-treated hESC-HLCs at 12 d.a.h. with three biological replicates. **K.** Immunofluorescent micrographs of NTCP in 37°C- and 39°C-treated hESC-HLCs at 12 d.a.h. DAPI was used for nuclei staining. **L, M**, Micrographs (**L**) and the percentiles of positive area (**M**) of 37°C- and 39°C-treated hESC-HLCs at 12 d.a.h., stained with periodic acid schiff (PAS). Scale bars = 50 µm. (n = 20). All experiments were conducted in three biological replicates (n = 3)

**
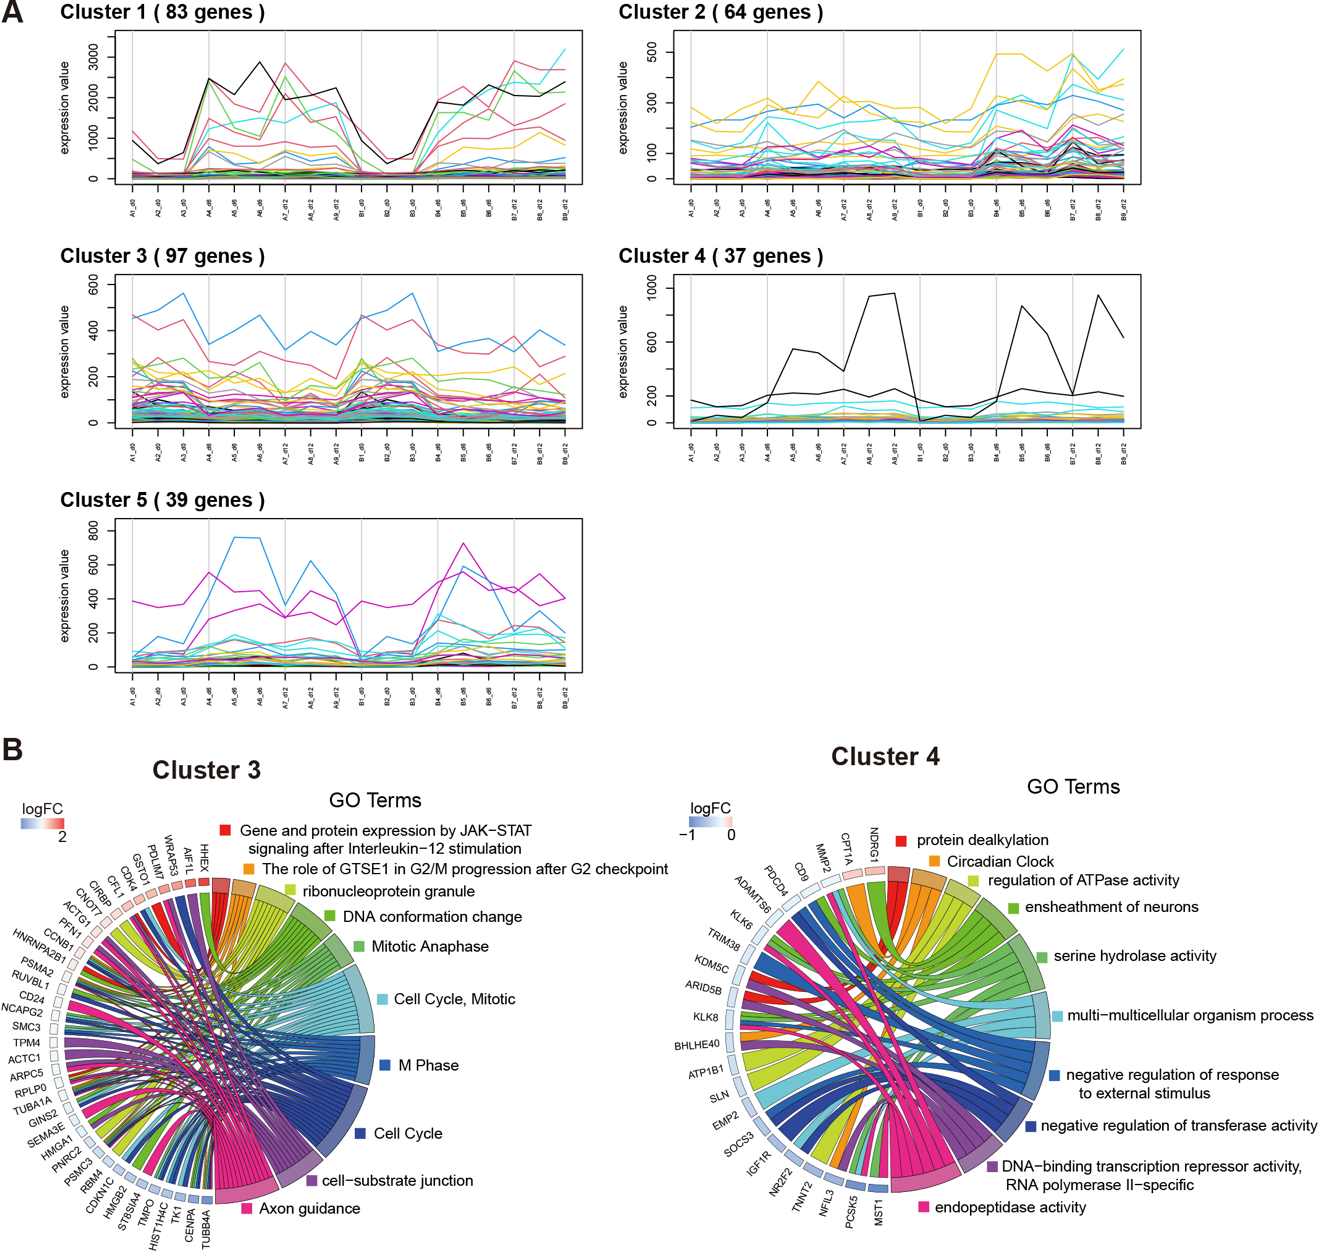
**

**Fig. S3 A.** Five clusters of specific gene signatures in hESC-HLCs with heat treatments at 37°C and 39°C by global transcriptional analysis to identify. **B.** Chord diagram presenting enriched GO clusters of the differentially expressed genes of hESC-HLCs with heat treatment at 37°C and 39°C. In each chord diagram, enriched GO clusters are shown (right), and genes contributing to this enrichment shown (left). Each cluster is shown in Figure 4A.

**
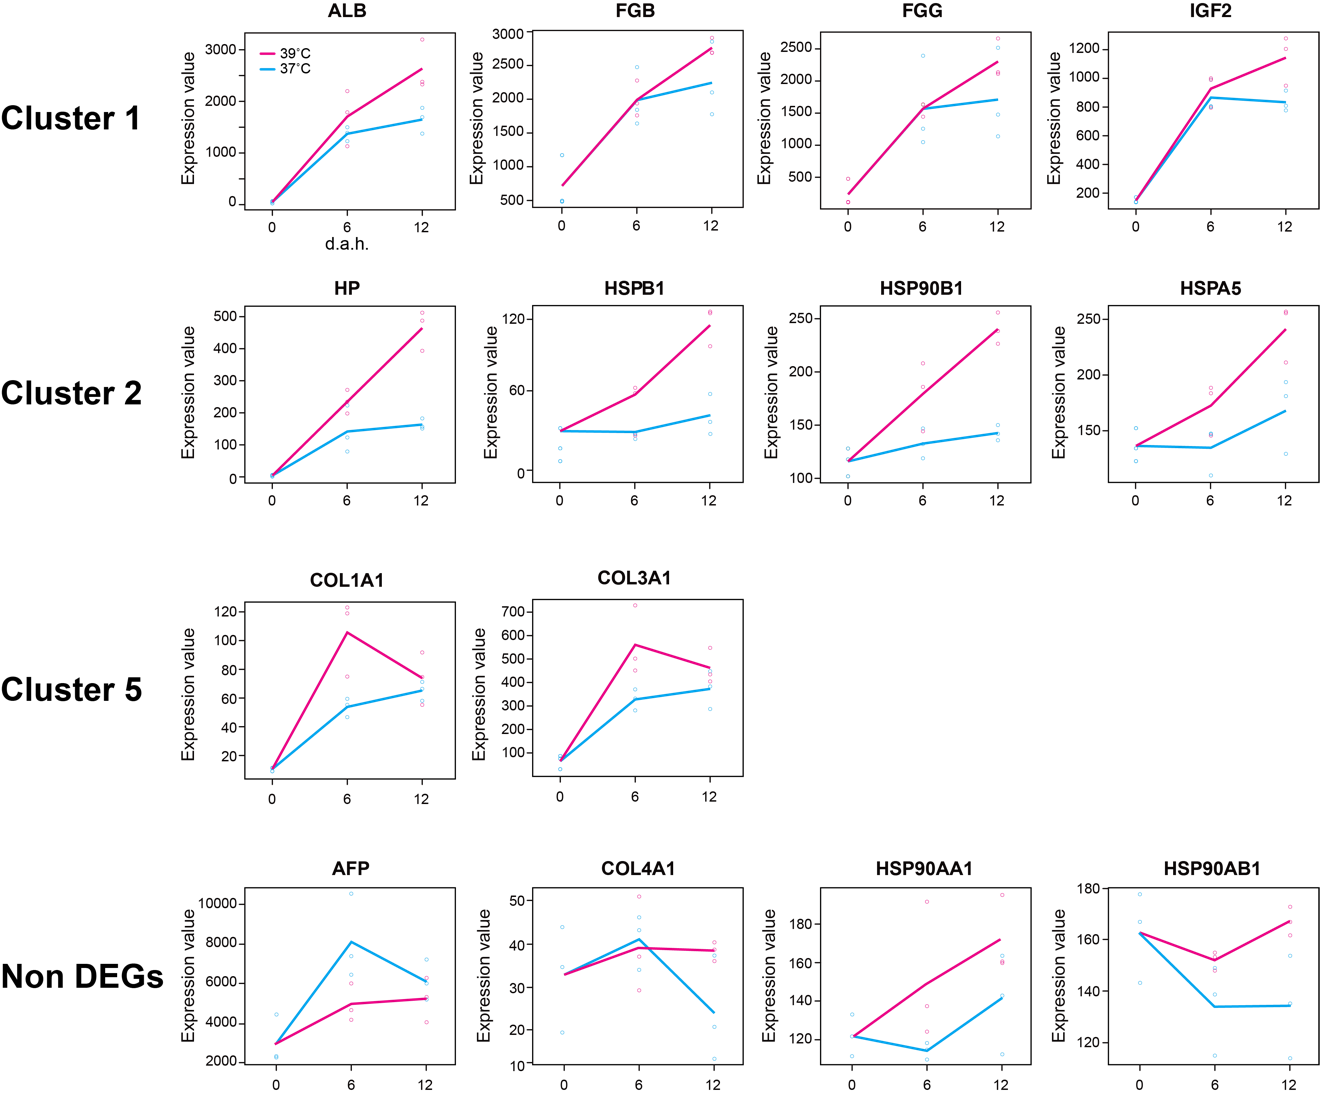
**

**Fig. S4** Time-course plots of typical genes in clusters 1, 2, and 5, and non DEGs.

**
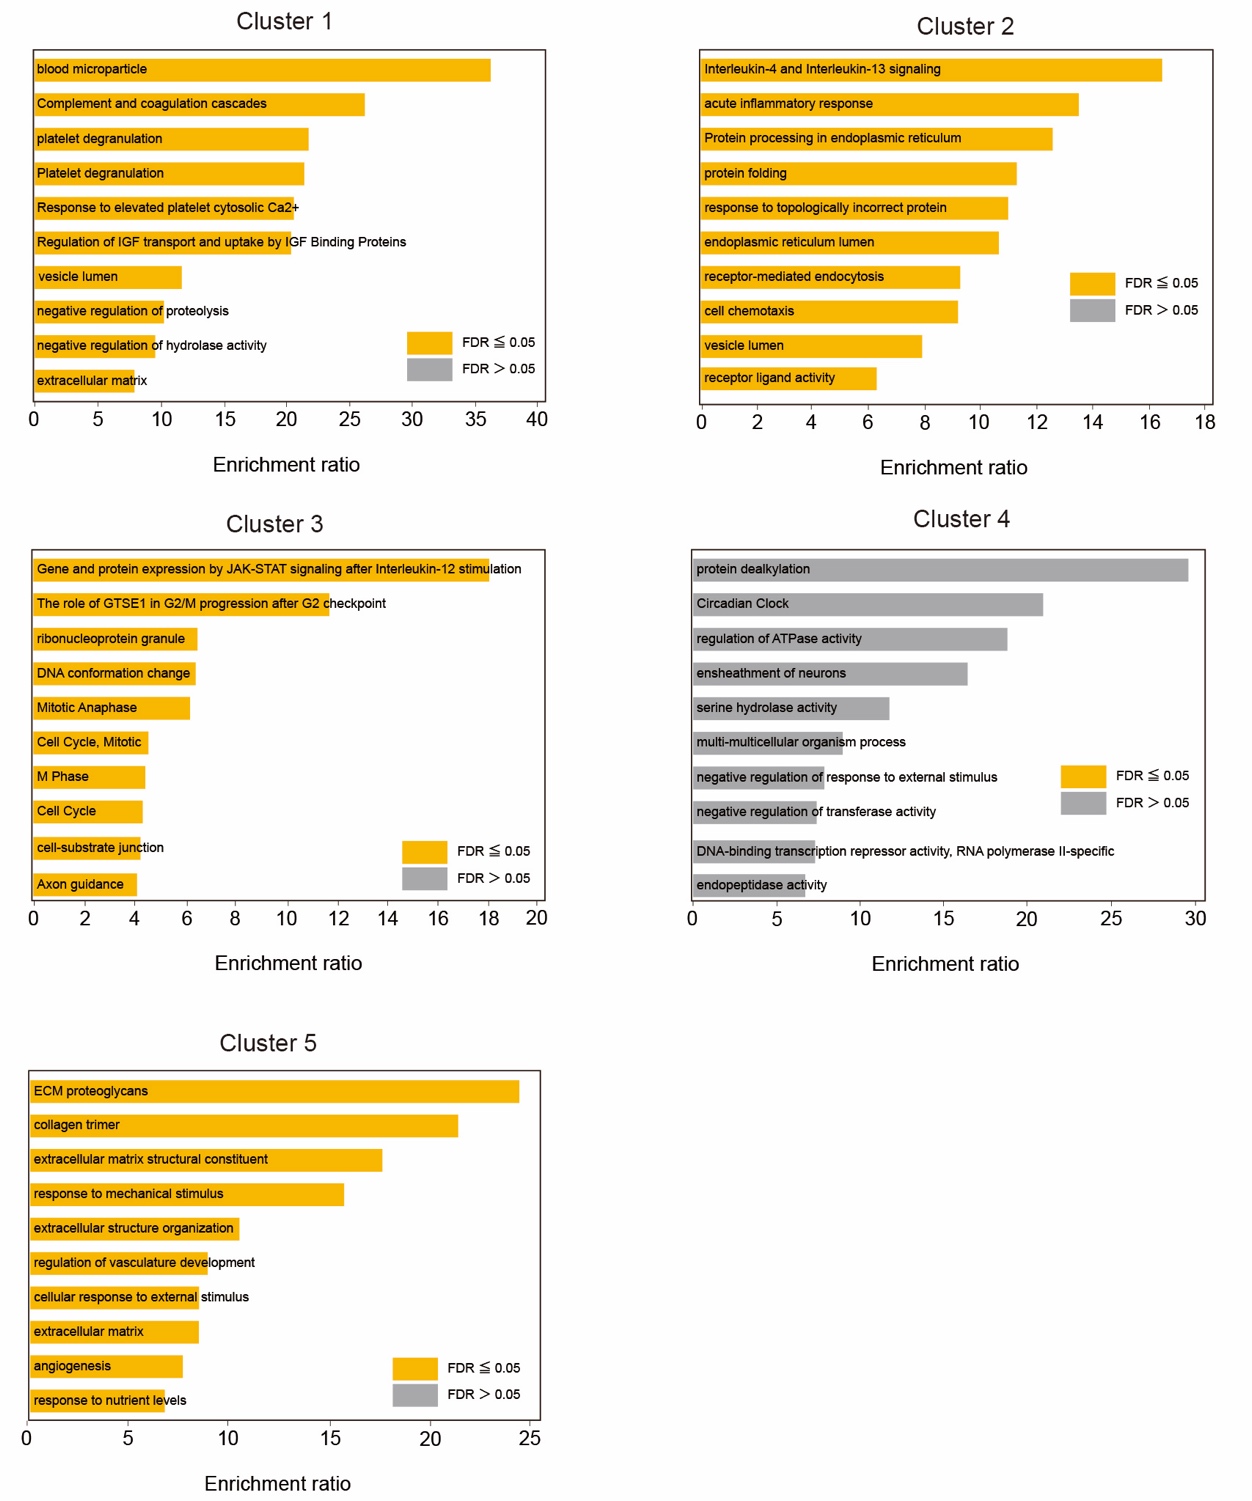
**

**Fig. S5** Enriched GO, KEGG, and Reactome terms of differentially expressed genes in 39°C-treated hESC-HLCs.

**
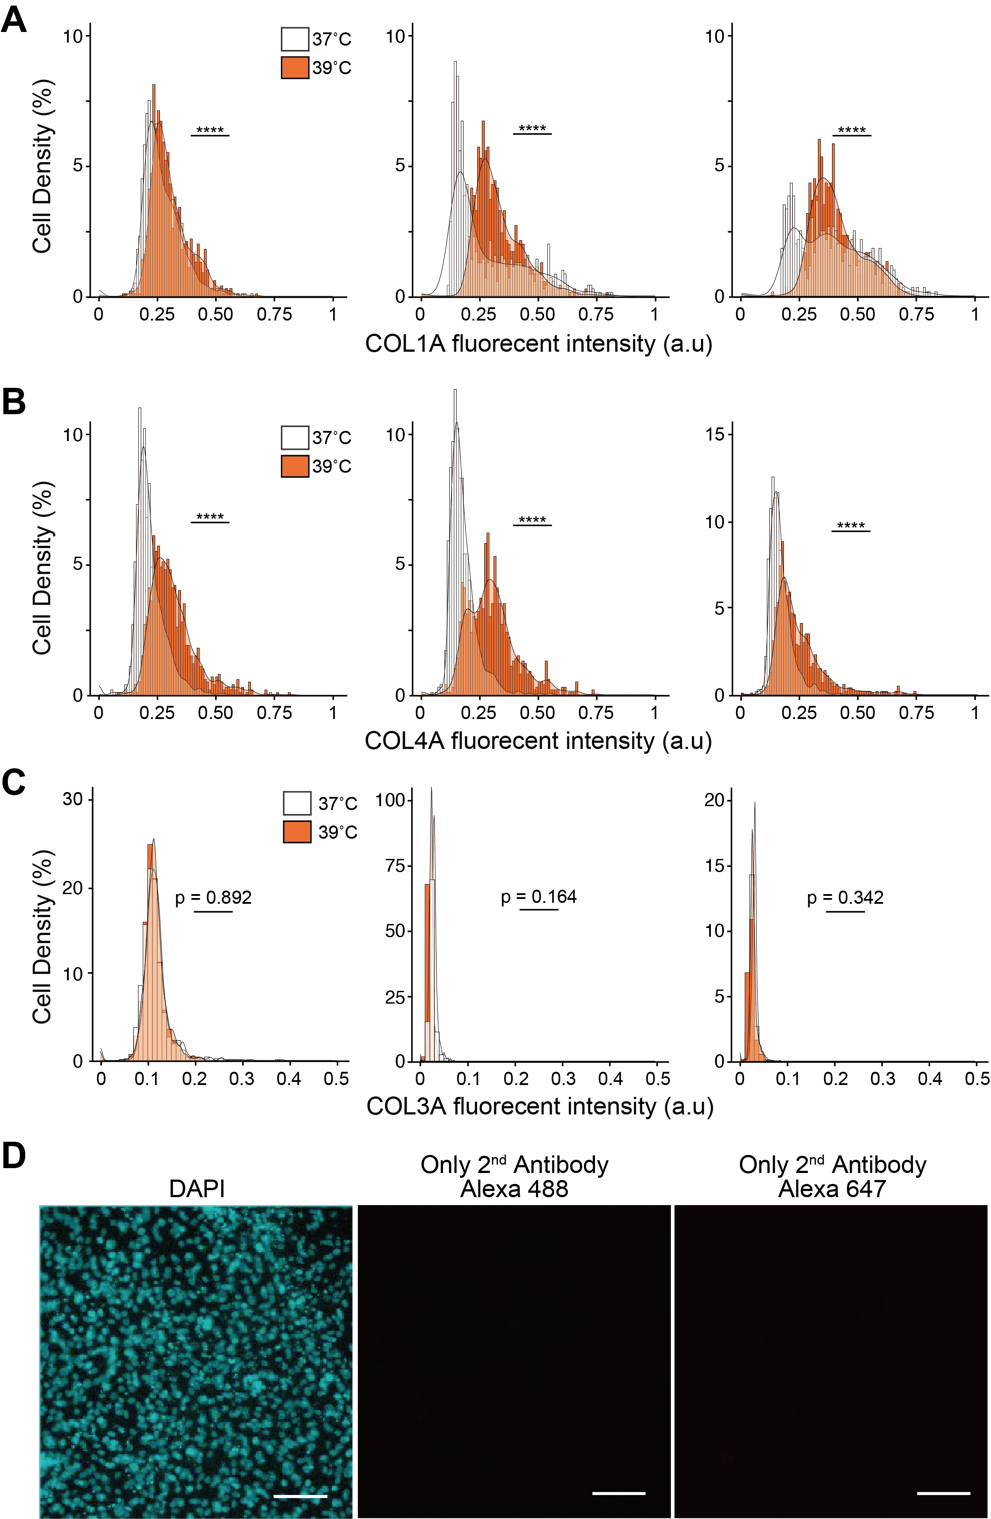
**

**Fig. S6** **A-C.** Single-cell profiling of collagen type I (COL1A) (**A**), collagen type IV (COL4A) (**B**), and collagen type III (COL3A) (**C**) in 37°C- and 39°C-treated hESC-HLCs at 12 d.a.h. using three biological replicates. **D.** The negative immunochemistry control stained with only 2^nd^ antibody labeled with Alexa 488 and 647 fluorescent dyes.

**Table S1.** List of differentially expressed genes (DEGs) between 37°C- and 39°C-treated hESC-HLCs.

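Each of the 320 genes of Table S1 comes with the R-squared of its fitted curve, from 0.70 to 0.98, and with a p for each term that the regression kept. In the paper's table, 214 genes have at least 1 term for temperature and 106 have terms for time only, so that the latter changed over time without a temperature term. All 320 symbols are in the deposited count table, and 286 of them had a summed count over 30 in at least 1 group.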

**Table S2.** List of gene ontological terms obtained with DEGs between 37°C- and 39°C-treated hESC-HLCs.

**Table S3.** List of primers for quantitative RT-PCR in this study.

**References**

1. Schneider CA, Rasband WS, Eliceiri KW. NIH Image to ImageJ: 25 years of image analysis. Nat. Methods [Internet]. 2012;9:671–675. Available from: https://doi.org/10.1038/nmeth.2089

2. Torre D, Lachmann A, Ma’ayan A. BioJupies: Automated Generation of Interactive Notebooks for RNA-Seq Data Analysis in the Cloud. Cell Syst. [Internet]. 2018;7:556-561.e3. Available from: https://doi.org/10.1016/j.cels.2018.10.007

3. Su W, Sun J, Shimizu K, Kadota K. TCC-GUI: a Shiny-based application for differential expression analysis of RNA-Seq count data. BMC Res. Notes [Internet]. 2019;12:133. Available from: https://doi.org/10.1186/s13104-019-4179-2

4. Robinson MD, Oshlack A. A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol. [Internet]. 2010;11:R25. Available from: https://doi.org/10.1186/gb-2010-11-3-r25

5. Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics [Internet]. 2010;26:139–140. Available from: https://doi.org/10.1093/bioinformatics/btp616

6. Conesa A, Nueda MJ, Ferrer A, Talon M. maSigPro: a method to identify significantly differential expression profiles in time-course microarray experiments. Bioinformatics [Internet]. 2006;22:1096–1102. Available from: https://doi.org/10.1093/bioinformatics/btl056

7. Wang J, Vasaikar S, Shi Z, Greer M, Zhang B. WebGestalt 2017: a more comprehensive, powerful, flexible and interactive gene set enrichment analysis toolkit. Nucleic Acids Res. [Internet]. 2017;45:W130–W137. Available from: https://doi.org/10.1093/nar/gkx356

Supporting Table S1

**Table S2**

**Table S3**

| Primer | Sequence 5' → 3' |
| --- | --- |
| CYP3A4-F | GAAACACAGATCCCCCTGAA |
| CYP3A4-R | CTGGTGTTCTCAGGCACAGA |
| CYP3A7-F | AAGTCTGGGGTATTTATGACT |
| CYP3A7-R | CGCTGGTGAATGTTGGAGAC |
| ALB-F | GCACAGAATCCTTGGTGAACAG |
| ALB-R | ATGGAAGGTGAATGTTTTCAGCA |
| AFP_F | AAATGCGTTTCTCGTTGCTT |
| AFP_R | GCCACAGGCCAATAGTTTGT |
| A1AT_F | ACATTTACCCAAACTGTCCATT |
| OATP1B3-F | TCATTGGCTTTGCACTGGGA |
| OATP1B3-R | AAACCAAGCCACCAAGCTCC |
| NTCP-F | CATGCGCTATGTCATCAAGG |
| NTCP-R | TGATGCTCTTCCCCACATT |
| GRa(NR3C1)-F | TACCCTGCATGTACGACCAA |
| GRa(NR3C1)-R | TCCTTCCCTCTTGACAATGG |
| CYP1A2-F | TGTTCAAGCACAGCAAGAAGG |
| CYP1A2-R | TGCTCCAAAGATGTCATTGAC |
| CYP2A6-F | GAGTCAAAAAGGACACCAAG |
| CYP2A6-R | GCCCCTTCTCATTCAGGAAG |
| CYP2C8-F | TGGCATTACTGACTTCCGTG |
| CYP2C8-R | CCCTTTGGTAACTGCAGTAG |
| CYP2D6-F | GAAGGATGAGGCCGTCTGGG |
| CYP2D6-R | GGAAAGCAAAGACACCATGG |
| CYP2E1-F | GACAGAGACCACCAGCACAA |
| CYP2E1-R | GGTGATGAACCGCTGAATCT |
| CYP7A1-F | GAGAAGGCAAACGGGTGAAC |
| CYP7A1-R | GCACAACACCTTATGGTATGACA |
| ACTB-F | TGGCACCCAGCACAATGAA |
| ACTB-R | CTAAGTCATAGTCCGCCTAGAAGCA |
| GAPDH-F | GCACCGTCAAGGCTGAGAAC |
| GAPDH-R | TGGTGAAGACGCCAGTGGA |

How the deposited data were processed for this re-analysis (not part of the article)

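The counts were made by the authors, who by the supplement demultiplexed the nanopore reads with EPI2ME, discarded failed reads and aligned, annotated and counted the rest with BioJupies, and the deposited table holds raw counts per gene symbol. The table held 35238 symbols, of which 16708 had 0 counts in every library, with 0 duplicated symbols and 15 blank columns after the 15 libraries. Reads were not analysed here, so base calling, alignment and counting stand as the authors made them. Of the symbols, 27399 were found by name in GENCODE release 29, and of the 4028 tested genes 3935 were. How reads were divided between genes of similar sequence, such as SAA1 and SAA2, CYP3A4 and CYP3A7, or HSPA1A and HSPA1B, is not known. A result for 1 of the genes that the paper names is not reported.

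Library totals ran from 61164 to 439203 counts, with a median of 186470, and were lowest in the group labelled 39 °C 6 d.a.h. Genes entered a test when the summed count of at least 1 group of 3 libraries was over 30. CPM was computed here on these genes with TMM-scaled library sizes. The comparisons used edgeR 4.0.16 under R 4.3.3, with 1 model of 5 groups, the quasi-likelihood F-test and Benjamini-Hochberg adjustment, and an adjusted p under 0.05 counted as a call. There were 5 comparisons, the 39 °C against the 37 °C libraries at 12 and at 6 d.a.h., the difference between these effects, and change over time at each temperature. Gene sets were tested by camera of limma 3.58.1 with its preset correlation of 0.01 and again by fry. Medians per library and single genes were also compared by an exact permutation test. The difference of a group whose libraries all held at most 3 counts is given as a bound, from 3 counts per library. Genes were named by a rule, namely the genes the paper names, RBM3 and CIRBP, and for each comparison of temperatures the 5 largest rises and 5 largest falls among called genes whose libraries do not overlap, which gave TAC3 alone. PLTP and DCN are outside this rule and were chosen after the values were seen. The lists were 8, for the heat shock response, endoplasmic reticulum chaperones, the acute phase, hepatocyte genes, mesenchymal genes outside Table S1, proliferation, the cold-inducible RNA-binding proteins and the mitochondrial genome, and they were written with the settings before the data were examined.

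For the time-course regression the supplement gives the threshold of 30, 3 iterations of TMM in which genes called at 0.1 are set aside, and the package maSigPro, the columns of Table S1 name the terms, and the paper gives hierarchical clustering into 5 clusters. The other settings are not stated there and were chosen here, namely theta 10, an R-squared over 0.7, backward elimination at 0.05, and Ward linkage on 1 minus Pearson's correlation. This package was not used here and its steps were written in R with MASS 7.3.60.0.1. Alternatives were DESeq2 1.42.0 with its size factors, library size without TMM, no low-count filter, genes with at least 10 counts in every library, only the 6 libraries compared, an adjusted p under 0.1, the replicate number as a block, and each library left out in turn. For the regression they were TMM once, the 0 d.a.h. libraries entered once, an R-squared over 0.6 or 0.8, a common dispersion, only genes with a temperature term, and each replicate number left out. For the clusters they were log2 values with a pseudocount of 1 and average linkage. The lists were set to be tested at 12 d.a.h. alone, and set tests of the lists at 6 d.a.h., of the difference between the effects and of the steps in time were added after the values were seen. Also chosen after the values were seen were a filter on the summed count of all 15 libraries and the exchange of the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h.

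Replicate numbers in the sample labels were tried as pairs of libraries, since the labels share them across groups and nothing else states a pairing. Over the 886 genes with at least 10 counts in every library, 30 of 30 correlations of residuals between libraries of the same number in different groups were positive and 29 were over 0.1, with a median of 0.254. Over all tested genes 17 of 30 were over 0.1, with a median of 0.116. Between temperatures they were 0.56, 0.51 and 0.34 at 12 d.a.h. and 0.52, 0.24 and 0.22 at 6 d.a.h. on the deep genes, and 0.28, 0.20 and 0.14 and 0.20, 0.086 and 0.064 on all tested genes. Between libraries of different number the highest value on the deep genes was -0.068 at 12 d.a.h. and 0.19 at 6 d.a.h., below each value of the same number. These values go with a pairing. The paper's methods do not use one, so the replicate number was a block in an alternative only. The values given first leave the pairing out and may miss changes that it would show.

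The steps were tested on simulated data with 200 changed genes. The edgeR test called 75.5% of the changed genes with 4 unchanged genes, the test of the difference between effects 52.5% with 4, and camera 20 of 20 changed lists with 0 unchanged. The regression called 94.0% with 43 unchanged genes, and a temperature term for 91.5% with 36. The changed genes were drawn from those with many counts, each gene was simulated on its own, and no replicate effect was entered. For edgeR and camera every change was larger than any cluster median between temperatures as labelled, and the changed lists held only genes that rose. These shares therefore do not give the power or the false calls for sparse, correlated or weakly changed genes. Gene ontology terms were not computed here, and the terms are those the paper gives.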

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

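Every test of an explanation in this part was chosen only after the result it tests was seen. The refits for GC content and length, abundant genes and depth are least-squares fits of log2 CPM with the replicate number as a block, which is another form of fit than edgeR's, so each is set against the median of that same form without the change. The temperature effect on the Cluster 4 genes of Table S2 fell between 6 and 12 d.a.h., by a median log2 change of -0.69 (16 of 17 genes lower, camera, adjusted p = 2.19e-06). In the edgeR fit with the replicate block it was -0.66, and in the least-squares form -0.63, then -0.84 with a trend in GC content and gene length taken out, -0.57 with the 10 most abundant genes and the mitochondrial genome left out of the library sizes, and -0.60 with every library drawn down to 61164 counts, with an adjusted p under 0.05 by camera each time, which argues against each of these as its source. Of the 100 splits of the libraries tried, 1 gave a median as far from 0, the real one, and of 10000 random lists of the same size and level 1 did. Exchanging the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h. leaves this difference unchanged by construction, so it gives no test of the labels. As labelled, an effect of temperature on these genes that fades by 12 d.a.h. may lie behind it, which was not tested, and the genes were chosen on these libraries. With the labels exchanged the effect turned instead, from 0.19 at 6 d.a.h. (camera, adjusted p = 0.00352) to -0.33 at 12 d.a.h. (camera, adjusted p = 0.000295). Among the genes with at least 10 counts in every library, the 6 d.a.h. effect as labelled was smaller and was not called, so it leans on sparser genes.

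The opposite change was seen for the Cluster 2 genes of Table S2, with a median of 0.42 (26 of 31 genes higher, camera, adjusted p = 0.00262, fry, adjusted p = 0.266). In the edgeR fit with the replicate block it was 0.43, and in the least-squares form 0.36, then 0.33 without the trend in GC content and length, 0.42 without the most abundant genes and 0.30 at equal depth, all past the threshold by camera, which argues against each of these. Of the 100 splits 20 gave a median as far from 0, so a grouping by chance stays open, and without 39 °C 12 d.a.h. replicate 1 the median was 0.20 (camera, adjusted p = 0.0907).

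The endoplasmic reticulum chaperones list showed a similar rise in the temperature effect, 0.45 (15 of 19 genes higher, camera, adjusted p = 0.0283, fry, adjusted p = 0.284), and 5 of its genes are in Table S1. In the edgeR fit with the replicate block it was 0.42, and in the least-squares form 0.47, then 0.39 without the trend in GC content and length and 0.54 without the most abundant genes, which argues against both. At equal depth it was 0.30 (camera, adjusted p = 0.406), and since fewer counts also weaken a real change, depth stays open. Of 100 splits 8 gave as large a median, and with 1 library left out the value ran from 0.27 to 0.53, with 5 of 12 fits over the threshold. It was 0.27 (camera, adjusted p = 0.120) without 37 °C 6 d.a.h. replicate 1, 0.29 (camera, adjusted p = 0.0740) without 37 °C 12 d.a.h. replicate 3, 0.27 (camera, adjusted p = 0.114) and 0.42 (camera, adjusted p = 0.152) without 39 °C 6 d.a.h. replicates 2 and 3 in turn, and 0.29 (camera, adjusted p = 0.0907) without 39 °C 12 d.a.h. replicate 1.

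RBM3 and CIRBP, the cold-inducible RNA-binding list, are both in Table S1 and were lower in the libraries labelled 39 °C. The median log2 fold change was -2.04 at 6 d.a.h. (camera, adjusted p = 3.75e-05) and -1.21 at 12 d.a.h. (camera, adjusted p = 0.00387), and both held under fry. At 12 d.a.h. it was -1.23 in the edgeR fit with the replicate block and -0.90 in the least-squares form, then -0.91 without the trend in GC content and length, -0.88 without the most abundant genes and -0.99 at equal depth, which argues against these explanations, and 1 of 10 splits, the real one, gave as large a median. With the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h. exchanged it was -0.049 at 12 d.a.h. and -0.87 at 6 d.a.h., so a mistake in these labels stays open for the 12 d.a.h. value. A response of these genes to the higher temperature may be what is seen, since the list was written as genes induced by cold, but 2 genes chosen with this expectation do not test it. The difference between the effects, 0.82 (camera, adjusted p = 0.0319), was 0.84 in the edgeR fit with the replicate block and 1.11 in the least-squares form, then 0.96 without the trend, 1.17 without the most abundant genes and 0.62 at equal depth (camera, adjusted p = 0.283), and 39 of 100 splits gave as large a value, so depth and chance stay open for it. With 1 library left out this difference ran from 0.62 to 1.53, with 0.70 (camera, adjusted p = 0.0995) and 1.53 without 39 °C 6 d.a.h. replicates 2 and 3 in turn, and 0.62 (camera, adjusted p = 0.0644) without 39 °C 12 d.a.h. replicate 2, so that 2 of 12 fits lost the call.

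Genes of the mitochondrial genome list were higher in the libraries labelled 39 °C, by 0.32 at 6 d.a.h. (12 of 12 genes, camera, adjusted p = 0.00190) and 0.36 at 12 d.a.h. (11 of 12 genes, camera, adjusted p = 0.000315). At 12 d.a.h. the value was 0.36 in the edgeR fit with the replicate block and 0.36 in the least-squares form, then 0.40 without the trend in GC content and length, 0.37 without the most abundant genes and 0.30 at equal depth, which argues against each, and 1 of 10 splits gave as large a median. Exchanged labels gave 0.20 (camera, adjusted p = 0.197), so the labels stay open. The 12 d.a.h. value was 0.24 without 39 °C 12 d.a.h. replicate 1, and the 6 d.a.h. value 0.20 without 39 °C 6 d.a.h. replicate 1. Whether the cells held more mitochondrial RNA, or lost more of other RNA during handling, could not be separated, as only counts were analysed.

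The proliferation list was lower at 39 °C at 12 d.a.h., with a median of -0.59 (12 of 14 genes lower, camera, adjusted p = 0.000284, fry, adjusted p = 0.0683). In the edgeR fit with the replicate block it was -0.60, and in the least-squares form -0.41, then -0.38 without the trend in GC content and length, -0.40 without the most abundant genes and -0.38 at equal depth, which argues against these. Of 10 splits 2 gave as large a median, and with the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h. exchanged it was -0.43 (camera, adjusted p = 0.0557), so chance and the labels stay open. Fewer dividing cells at 39 °C could give this, which was not tested, and 3 of the genes are in Table S1.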

How the results depend on the processing

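The tests in this part that exchange labels were chosen only after the results were seen. At 12 d.a.h. the count of 1 gene between temperatures became 2 at an adjusted p under 0.1, 0 with DESeq2, 0 among genes with at least 10 counts in every library (65 unadjusted), 12 with the replicate block (7 higher, 5 lower) and 12 with the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h. exchanged, and 0 to 2 with 1 library left out. At 6 d.a.h. the count of 0 became 1 at an adjusted p under 0.1, 2 with no low-count filter, 8 with the replicate block, 2 with only the 6 libraries compared and 3 with the labels exchanged. The difference between the effects gave 3 genes with no low-count filter and 2 with the replicate block. Over time at 37 °C, 91 genes passed among those with at least 10 counts in every library, 76 of them among the 316 of the first test, and 504 passed with the replicate block. At 39 °C these were 143, with 112 among the 413, and 654. Filters to deep genes leave fewer genes to call by construction, and the cause of the other changes was not tested. The regression count of 287 became 506 with an R-squared over 0.6, 128 over 0.8 and 145 with only temperature terms, and 602 to 709 with 1 replicate left out. Most of that last rise arose at the R-squared threshold, which fewer values per gene can make easier to pass. The named genes of Table S2 placed in the matching cluster fell from 132 to 75 with log2 values and 72 with average linkage.

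Among clusters at 12 d.a.h., exchanged labels gave 0.20 for the Cluster 1 genes, -0.33 for Cluster 4 and 0.46 for Cluster 5, the last a reversal. For Cluster 3 the value was 0.013 among genes with at least 10 counts in every library, a reversal, and -0.13 with the replicate block. With 1 library left out, Cluster 1 ran from 0.11 to 0.52, Cluster 2 from 0.27 to 0.63, Cluster 3 from -0.12 to -0.011, Cluster 4 from -0.22 to -0.092 and Cluster 5 from -0.37 to -0.25. At 6 d.a.h. exchanged labels gave 0.65 for Cluster 2 and 0.56 for Cluster 5, the last a reversal, and genes with at least 10 counts in every library gave 0.13 for Cluster 4 and -0.44 for Cluster 5. With 1 library left out, Cluster 1 ran from -0.029 to 0.25 with 2 reversals, Cluster 2 from 0.10 to 0.19 and Cluster 3 from -0.23 to -0.11. In the step from 6 to 12 d.a.h., exchanged labels gave -0.27 at 37 °C and -0.34 at 39 °C for Cluster 5, also reversals. Genes with at least 10 counts in every library gave 0.028 at 39 °C for Cluster 3 and -0.091 at 37 °C for Cluster 1, both reversals, and DESeq2 gave -0.0053 for the latter, a reversal too, and its fits with 1 library left out ran from -0.14 to 0.20, with 4 reversals. The change in effect between time points was 0.11 for Cluster 5 among genes with at least 10 counts in every library, with fits from -0.47 to 0.016 with 1 library left out, and Cluster 3 ran from -0.039 to 0.12.

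For lists at 12 d.a.h., exchanged labels gave 0.20 for the heat shock response list, -0.048 for the hepatocyte genes list, a reversal, -0.43 for the proliferation list, -0.049 for the cold-inducible RNA-binding list and 0.20 for the mitochondrial genome list. With 1 library left out, the heat shock response list ran from 0.11 to 0.25, the endoplasmic reticulum chaperones list from 0.18 to 0.37, the acute phase list from 0.49 to 0.86, the hepatocyte genes list from 0.074 to 0.49, the mesenchymal genes list from 0.049 to 0.49 and the mitochondrial genome list from 0.24 to 0.47. At 6 d.a.h. the endoplasmic reticulum chaperones list was -0.073 among genes with at least 10 counts in every library and ran from -0.13 to 0.16 with 1 library left out, and the hepatocyte genes list was -0.38 with exchanged labels and ran from -0.20 to 0.37. The acute phase list at 6 d.a.h. ran from 0.11 to 0.63 with 1 library left out, and 4 of 6 fits lost the call. At the same time the mesenchymal genes list ran from 0.040 to 0.36, the heat shock response list from 0.067 to 0.22, the mitochondrial genome list from 0.20 to 0.39 and the proliferation list from -0.47 to -0.030, with 1 of 6 fits gaining a call. The change in effect between time points ran from 0.049 to 0.43 for Cluster 1, with 4 of 12 fits gaining a call. It ran from 0.62 to 1.53 for the cold-inducible RNA-binding list, from 0.27 to 0.53 for the endoplasmic reticulum chaperones list and from 0.20 to 0.58 for Cluster 2, with 2, 5 and 1 of 12 fits losing the call, and from 0.13 to 0.58 for the acute phase list and 0.15 to 0.47 for the hepatocyte genes list, with 5 and 4 gaining one. The step of Cluster 1 from 6 to 12 d.a.h. at 39 °C ran from 0.13 to 0.25, with 3 of 6 fits gaining a call.

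Of single genes at 12 d.a.h., exchanged labels reversed COL1A1 (0.11), COL3A1 (0.20), AFP (-0.35), COL4A1 (0.44), SERPINA1 (-0.062), SLC10A1 (-1.15), GAPDH (0.053) and CIRBP (0.29), and no low-count filter reversed COL4A1 (0.0083). At 6 d.a.h. they reversed CYP3A7 (-0.16), GAPDH (0.12), PLTP (0.070) and DCN (0.15), no low-count filter reversed IGF2 (-0.12) and HSP90AB1 (-0.050), and genes with at least 10 counts in every library gave -0.066 for IGF2. With 1 library left out the direction turned within these ranges at 12 d.a.h.: AFP -0.10 to 0.24, COL4A1 -0.22 to 0.20, SLC10A1 -0.36 to 0.73 and GAPDH -0.35 to 0.018, and at 6 d.a.h.: IGF2 -0.051 to 0.15, FGG -0.19 to 0.68, CYP3A7 -0.21 to 0.74 and SLC10A1 -1.02 to 0.28. Values that moved by over 1.5 times in the same direction ran as follows at 12 d.a.h.: ALB 0.38 to 0.84, IGF2 0.18 to 0.40, COL3A1 -0.43 to -0.065, HSP90AA1 0.075 to 0.41, SERPINA1 0.0032 to 0.21, CYP3A7 0.68 to 1.42 and CIRBP -0.80 to -0.35. At 6 d.a.h. they were these: ALB 0.22 to 0.46, FGB 0.038 to 0.47, HP 0.033 to 0.77, HSP90B1 0.13 to 0.29, HSPA5 0.26 to 0.63, HSPB1 0.22 to 0.46, COL3A1 0.18 to 0.42, AFP -0.46 to -0.068, COL4A1 -1.15 to -0.34, HSP90AA1 0.22 to 0.60, HSP90AB1 0.0063 to 0.19, SERPINA1 -0.26 to -0.015, GAPDH -0.21 to -0.016, RBM3 -3.69 to -1.90 and DCN -0.60 to -0.068. TAC3 ran from -6.90 to -3.05 at 12 d.a.h., and 4 of 6 fits lost its call.

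DESeq2 kept direction and call for 45 of 46 values of named genes, for 10 of 10 cluster values between temperatures and 8 of 8 list values at 12 d.a.h., and for 24 of 25 and 11 of 12 other cluster and list values. TAC3 lost its call with it (DESeq2 adjusted p = 0.195), as did the acute phase list at 6 d.a.h. (camera, adjusted p = 0.0626). Library size without TMM changed none of these values. Among genes with at least 10 counts in every library, direction and call were kept for 27 of 28 values of named genes. The same filter kept 7 of 10 cluster values between temperatures and 7 of 7 list values at 12 d.a.h. Of the other cluster and list values it kept 15 of 25 and 6 of 10, and reversed 3 and 1. The replicate block kept 42 of 46 values of named genes, and pairing by it brought HP, PLTP and DCN at 12 d.a.h. and CIRBP at 6 d.a.h. under the threshold (edgeR adjusted p = 0.00739, 0.0116, 0.00676 and 0.00700). The block also took Cluster 3 at 12 d.a.h. over the threshold (camera, adjusted p = 0.0565) and brought the change in effect of the acute phase list between time points under it (0.39, camera, adjusted p = 0.0396, fry, adjusted p = 0.202), and it changed no other edgeR or camera call of a named gene, cluster or list between temperatures. Under fry the block changed the call of the acute phase list at 12 d.a.h. (adjusted p = 0.0590 without it and 0.00766 with it). CIRBP at 6 d.a.h. also passed with no low-count filter and with only the 6 libraries compared (edgeR adjusted p = 0.00762 and 0.0346). Of the 276 fits of named genes with 1 library left out, 261 kept direction and call. Depth limits these data, since the 886 genes with at least 10 counts in every library are a small part of the 18530 genes with any count.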

Differences from the paper's values

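Tests that exchange labels in this part were chosen only after the results were seen. The median normalized count of Cluster 2 at 37 °C 12 d.a.h. was 26.7, against about 17 in Fig. 4B, read by eye, and the alternatives set before the data were examined gave 22.6 with log2 values and 12.5 with average linkage. Both settings closed this gap. Their Cluster 2 held 18 and 1 of the 32 genes that Table S2 names for it, against 28 in the clusters used here. For Cluster 2 at 39 °C 6 d.a.h. it was 17.7, against about 27 in Fig. 4B, read by eye, with 11.9 for log2 values and 5.16 for average linkage, so that neither closed it. For Cluster 5 at 37 °C 12 d.a.h. it was 29.5, against about 13 in Fig. 4B, read by eye, with 20.8 for log2 values and 8.28 for average linkage, and neither closed it, with 2 and 0 of the 19 genes named for Cluster 5 in theirs.

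COL1A1 had a normalized count of 106 at 37 °C 12 d.a.h., against about 65 in Fig. S4, read by eye, and 70.4 at 39 °C 6 d.a.h., against about 110 in Fig. S4, read by eye. COL3A1 had 567 at 37 °C 12 d.a.h., against about 370 in Fig. S4, read by eye. COL4A1 had 39.6 at 37 °C 12 d.a.h., against about 24 in Fig. S4, and 25.2 at 39 °C 6 d.a.h., against about 39 in Fig. S4, both read by eye. TMM run once, the only alternative set before the data were examined that bears on these, closed none of the gaps. The exchange of the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h., chosen after seeing the values, closed all of the gaps in Fig. 4B and Fig. S4.

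The paper gives Clusters 1 and 4 as similar until 6 d.a.h. and higher at 39 °C afterwards, and here, as labelled, Cluster 4 was higher at 6 d.a.h. and not at 12 d.a.h. With the labels exchanged, a setting chosen after seeing the values, it was 0.19 at 6 d.a.h. and -0.33 at 12 d.a.h., so the exchange does not give the paper's direction for it. The paper gives Cluster 5 as falling from 6 to 12 d.a.h. and higher at 39 °C, and COL1A1 and COL3A1 as raised at 39 °C. As labelled, no fall of Cluster 5 from 6 to 12 d.a.h. was called, the median fold change was a rise that at 39 °C lost its call in 2 of 6 fits with 1 library left out, and the medians per library overlapped. Cluster 5 was lower at 39 °C as labelled. COL1A1 and COL3A1 were lower on average at 39 °C at 12 d.a.h., with overlapping libraries and no call. Only the exchanged labels, chosen after seeing the values, turned these directions. At 6 d.a.h., as labelled, both genes were higher on average at 39 °C, also with overlap and no call. With 1 library left out these 6 d.a.h. values ran from 0.25 to 0.51 for COL1A1 and from 0.18 to 0.42 for COL3A1. The paper finds no temperature difference in Cluster 3, and a small one was called here, which was lost with some libraries left out. The paper gives Clusters 1 and 2 and the chaperone genes as higher at 39 °C. As a set, the Cluster 2 genes of Table S2 were higher at 12 d.a.h. here too, with a median log2 fold change of 0.49 (27 of 31 genes higher, camera, adjusted p = 3.86e-11, fry, adjusted p = 0.0197), and 0.27 without 39 °C 12 d.a.h. replicate 1, and the call held in 6 of 6 fits with 1 library left out. At 6 d.a.h. they were not called as labelled, at 0.18 (camera, adjusted p = 0.178), and were 0.17 (camera, adjusted p = 0.0351) and 0.10 without 37 °C 6 d.a.h. replicates 1 and 2 in turn, and 0.65 with exchanged labels (camera, adjusted p = 5.46e-18), chosen after seeing the values. The Cluster 1 genes were higher at 12 d.a.h. by 0.31 (28 of 34 genes higher, camera, adjusted p = 0.000809, fry, adjusted p = 0.327), and by 0.11 (camera, adjusted p = 0.472) and 0.52 without 37 °C 12 d.a.h. replicates 1 and 2 in turn, and 0.18 (camera, adjusted p = 0.141) without 39 °C 12 d.a.h. replicate 2. Exchanged labels, chosen after seeing the values, gave 0.20 (camera, adjusted p = 0.0713). For HP, HSP90B1, HSPA5 and HSPB1 every 39 °C library was above every 37 °C library at 12 d.a.h., but no tested gene that the paper's text names for these clusters passed the threshold alone as labelled, while of the 4 HP passed with the replicate block, and HP and HSPB1 passed with exchanged labels, chosen after seeing the values.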

Other observations

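Every test of an explanation in this part was chosen only after the result it tests was seen. The terms that the regression kept were those of Table S1 for 320 of 320 genes with the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h. exchanged and the filter on the summed count of all 15 libraries. They were those of Table S1 for 256 of the 286 genes fitted with the exchange alone, and for 115 of 286 with neither. As labelled, they were so for at most 130 over every filter and normalization tried, out of 320 fitted, which argues against a filter or normalization as the reason. Of 62 values read by eye from the paper's figures, 8 differed as labelled and 0 with the exchange, and the median absolute log2 ratio in the 2 groups concerned was 0.36 as labelled and 0.067 with it. A candidate explanation is that the paper's regression and the deposited table place these groups in each other's positions, and which of the 2 holds the cells named by the label stays open. The cold-inducible RNA-binding list bears on this, since it was -0.049 at 12 d.a.h. with the exchange and -1.21 as labelled, which may argue for the deposited labels, though 2 genes chosen with an expectation do not settle it. At 6 d.a.h. it stayed lower with the exchange, at -0.87 (camera, adjusted p = 0.00718). The heat shock response and endoplasmic reticulum chaperones lists at 12 d.a.h. each had a fry adjusted p of 0.0284 with the exchange and 0.0683 as labelled. By camera the heat shock response list had an adjusted p of 0.0564 with the exchange and 0.00879 as labelled, so these lists do not decide either. With the exchange and the replicate block together, 49 genes passed at 12 d.a.h. and 53 at 6 d.a.h. by edgeR's quasi-likelihood test.

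How often other groupings gave as much was counted over the 10 splits of the 6 libraries compared. For the single gene at 12 d.a.h., 2 of 10 splits gave as many genes, and with the replicate block 1 of the 4 splits that part every pair, the real one, gave as many as 12. A count of 0 is reached by any split, so that 10 of 10 at 6 d.a.h. and 100 of 100 for the difference between the effects say nothing. By genes with an unadjusted p under 0.05, 5 of 10 splits gave as many as the 250 at 12 d.a.h., 2 of 10 as many as the 273 at 6 d.a.h. and 23 of 100 as many as the 226 for the difference between the effects. With the replicate block 1 of 4 splits gave as many genes past the threshold at 6 d.a.h. as the 8. The counts over time were matched by 1 of 100 at 37 °C and 1 of 100 at 39 °C, the real grouping. With all labels shuffled 1 of 50 regressions, the real one, gave as many genes, where the median was 30, but with temperature shuffled within time points 7 of 50 gave as many genes with a temperature term as the real 145, with a median of 108. Medians as far from 0 at 12 d.a.h. came from 3 of 10 splits for Cluster 1, 1 for Cluster 2, 4 for Cluster 3, 4 for Cluster 4 and 2 for Cluster 5, and at 6 d.a.h. from 5, 3, 2, 1 and 1. With 3 libraries per group a single split is the least that can be seen.

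The heat shock response list was 0.19 (11 of 13 genes higher, camera, adjusted p = 0.00879) at 12 d.a.h. and 0.11 (8 of 13 genes higher, camera, adjusted p = 0.496) at 6 d.a.h., and 3 of 10 splits gave as large a median at 12 d.a.h. It was 0.13 (camera, adjusted p = 0.117) without 37 °C 12 d.a.h. replicate 2, and 0.11 (camera, adjusted p = 0.0833) without 39 °C 12 d.a.h. replicate 2 at 12 d.a.h., and 0.067 without 37 °C 6 d.a.h. replicate 2, and 0.22 without 39 °C 6 d.a.h. replicate 1 at 6 d.a.h. The medians per library of this list overlapped at 12 d.a.h. (exact permutation test, p = 0.7). At 6 d.a.h. every 39 °C library was above every 37 °C library (exact permutation test, p = 0.1). The endoplasmic reticulum chaperones list was 0.34 (18 of 19 genes higher, camera, adjusted p = 0.000284) at 12 d.a.h. and 0.059 (11 of 19 genes higher, camera, adjusted p = 0.854) at 6 d.a.h., with 1 of 10 splits at 12 d.a.h., the real one. The 12 d.a.h. median was 0.18 without 39 °C 12 d.a.h. replicate 1, and the 6 d.a.h. median of these chaperones was 0.13, -0.014 and -0.12 without 37 °C 6 d.a.h. replicates 1, 2 and 3 in turn, and -0.13, 0.16 and -0.014 without 39 °C 6 d.a.h. replicates 1, 2 and 3 in turn. Their medians per library overlapped between temperatures at 12 d.a.h. (exact permutation test, p = 0.2) and at 6 d.a.h. (exact permutation test, p = 0.7). The acute phase list, of which 12 tested genes are in Table S1, was 0.74 (14 of 14 genes higher, camera, adjusted p = 1.90e-08) at 12 d.a.h. and 0.32 (13 of 14 genes higher, camera, adjusted p = 0.0371) at 6 d.a.h. Of 10 splits 1 gave as large a median at 12 d.a.h. and 5 at 6 d.a.h., where fry gave an adjusted p of 0.617. For the acute phase the 12 d.a.h. median was 0.49 without 39 °C 12 d.a.h. replicate 1, and the 6 d.a.h. median was 0.63, 0.11 (camera, adjusted p = 0.475) and 0.21 (camera, adjusted p = 0.156) without 37 °C 6 d.a.h. replicates 1, 2 and 3 in turn, and 0.28 (camera, adjusted p = 0.167) and 0.37 (camera, adjusted p = 0.0717) without 39 °C 6 d.a.h. replicates 1 and 3 in turn.

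The hepatocyte genes list, with 10 genes in Table S1, was 0.24 (16 of 19 genes higher, camera, adjusted p = 0.00256) at 12 d.a.h. and 0.18 (10 of 19 genes higher, camera, adjusted p = 0.854) at 6 d.a.h., with 5 of 10 splits at 12 d.a.h. Its median at 12 d.a.h. was 0.074 (camera, adjusted p = 0.248) and 0.49 without 37 °C 12 d.a.h. replicates 1 and 2 in turn, and 0.12 (camera, adjusted p = 0.107) without 39 °C 12 d.a.h. replicate 2. At 6 d.a.h. it was -0.039 and -0.066 without 37 °C 6 d.a.h. replicates 2 and 3 in turn, and -0.20, 0.018 and 0.37 without 39 °C 6 d.a.h. replicates 1, 2 and 3 in turn. The mesenchymal genes outside Table S1 list was 0.20 (6 of 9 genes higher, camera, adjusted p = 0.315) at 12 d.a.h. and 0.27 (5 of 9 genes higher, camera, adjusted p = 0.518) at 6 d.a.h., with 4 of 10 splits at 12 d.a.h. and 1 of 10, the real one, at 6 d.a.h. Its 6 d.a.h. median with genes near the detection limit at their bounds was 0.13. Its medians per library overlapped at 12 d.a.h. (exact permutation test, p = 0.9). At 6 d.a.h. every 39 °C library was above every 37 °C library (exact permutation test, p = 0.1). For these mesenchymal genes the 12 d.a.h. median was 0.49 without 37 °C 12 d.a.h. replicate 1, and 0.049, 0.076 and 0.45 without 39 °C 12 d.a.h. replicates 1, 2 and 3 in turn, and the 6 d.a.h. median was 0.15 without 37 °C 6 d.a.h. replicate 1, and 0.040 without 39 °C 6 d.a.h. replicate 2. The proliferation list was -0.19 (10 of 14 genes lower, camera, adjusted p = 0.137) at 6 d.a.h., or -0.11 with bounds, and -0.35 (camera, adjusted p = 0.0223), -0.030 and -0.083 without 37 °C 6 d.a.h. replicates 1, 2 and 3 in turn, and -0.47 without 39 °C 6 d.a.h. replicate 3. Under fry, of the lists at 12 d.a.h. only the cold-inducible and mitochondrial genome lists held an adjusted p under 0.05, and with the replicate block the acute phase list did too (fry, adjusted p = 0.00766). For lists, the exchange of the labels of 37 °C 12 d.a.h. and 39 °C 6 d.a.h. gave the hepatocyte genes list a median of -0.048 at 12 d.a.h. (camera, adjusted p = 0.984) and -0.38 at 6 d.a.h. (camera, adjusted p = 0.0108), and the heat shock response list 0.20 at 12 d.a.h. (camera, adjusted p = 0.0564).

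AFP had 27394 ± 5598 CPM at 37 °C and 28599.5 ± 6396 CPM at 39 °C (SD, n = 3 each) at 12 d.a.h., a log2 fold change of 0.062 (edgeR adjusted p = 1.00), and at 6 d.a.h. it was -0.30. SERPINA1 had 11114 ± 1621 CPM at 37 °C and 11815 ± 1182 CPM at 39 °C (SD, n = 3 each) at 12 d.a.h., a log2 fold change of 0.088 (edgeR adjusted p = 0.997), and at 6 d.a.h. it was -0.15. The paper reports the mRNA of SERPINA1 and of ALB as raised at 39 °C by quantitative PCR, which is another assay, and no rise of either gene was called here. HSP90AA1 had 826 ± 199 CPM at 37 °C and 947 ± 108 CPM at 39 °C (SD, n = 3 each) at 12 d.a.h., a log2 fold change of 0.19 (edgeR adjusted p = 0.942), and at 6 d.a.h. it was 0.39. HSP90AB1 had 841 ± 24.2 CPM at 37 °C and 915 ± 33.5 CPM at 39 °C (SD, n = 3 each) at 12 d.a.h., a log2 fold change of 0.12 (edgeR adjusted p = 0.973), and at 6 d.a.h. it was 0.11. GAPDH had 1774 ± 456 CPM at 37 °C and 1558 ± 66.1 CPM at 39 °C (SD, n = 3 each) at 12 d.a.h., a log2 fold change of -0.18 (edgeR adjusted p = 0.967), and at 6 d.a.h. it was -0.12. CYP3A7 had 56.4 ± 26.9 CPM at 37 °C and 114 ± 52.0 CPM at 39 °C (SD, n = 3 each) at 12 d.a.h., a log2 fold change of 1.02 (edgeR adjusted p = 0.725), and at 6 d.a.h. it was 0.18. SLC10A1 had 51.0 ± 5.34 CPM at 37 °C and 62.0 ± 48.4 CPM at 39 °C (SD, n = 3 each) at 12 d.a.h., a log2 fold change of 0.18 (edgeR adjusted p = 1.00), and at 6 d.a.h. it was -0.46. CYP3A4 had 2 counts in all libraries together and SLCO1B3 had 0, so neither could be compared. Under the exchange of those 2 labels the 12 d.a.h. value was -0.35 for AFP, -0.062 for SERPINA1, -1.15 for SLC10A1 and 0.053 for GAPDH, and the 6 d.a.h. value was -0.16 for CYP3A7 and 0.12 for GAPDH. With 1 library left out the direction at 12 d.a.h. turned for AFP, with -0.051 without 37 °C 12 d.a.h. replicate 1, and -0.10 without 39 °C 12 d.a.h. replicate 2, for SLC10A1, with -0.36 without 39 °C 12 d.a.h. replicate 2, and for GAPDH, with 0.018 without 37 °C 12 d.a.h. replicate 2. At 6 d.a.h. it turned for CYP3A7, with -0.21 without 39 °C 6 d.a.h. replicate 1, and for SLC10A1, with 0.28 without 37 °C 6 d.a.h. replicate 1.

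RBM3 had 64.9 ± 28.8 CPM at 37 °C and 18.1 ± 6.59 CPM at 39 °C (SD, n = 3 each) at 12 d.a.h., a log2 fold change of -1.89 (edgeR adjusted p = 0.256), and at 6 d.a.h. it was -2.18. CIRBP had 94.3 ± 22.3 CPM at 37 °C and 65.6 ± 22.8 CPM at 39 °C (SD, n = 3 each) at 12 d.a.h., a log2 fold change of -0.54 (edgeR adjusted p = 0.912), and at 6 d.a.h. it was -1.89. With the same exchange CIRBP was 0.29 at 12 d.a.h. PLTP and DCN were chosen after the values were seen. PLTP had 233 ± 20.1 CPM at 37 °C and 92.8 ± 7.83 CPM at 39 °C (SD, n = 3 each) at 12 d.a.h., a log2 fold change of -1.33 (edgeR adjusted p = 0.0717). DCN had 300.2 ± 129 CPM at 37 °C and 112 ± 25.9 CPM at 39 °C (SD, n = 3 each) at 12 d.a.h., a log2 fold change of -1.43 (edgeR adjusted p = 0.139). For PLTP and DCN every 39 °C library was below every 37 °C library at 12 d.a.h. (exact permutation test, p = 0.1).

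The first 3 principal components held 25.8%, 15.3% and 11.5% of the variance. AFP, TTR and FTL had the largest mean shares of the counts, 2.73%, 2.28% and 1.45%.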
